# A novel twelve-gene signature to predict neoadjuvant chemotherapy response and prognosis in breast cancer

**DOI:** 10.3389/fimmu.2022.1035667

**Published:** 2022-10-19

**Authors:** Jin Wu, Yuan Tian, Wei Liu, Hong Zheng, Yuanyin Xi, Yuzhao Yan, Ying Hu, Bin Liao, Minghao Wang, Peng Tang

**Keywords:** breast cancer, tumor microenvironment, immunosuppressive, prognosis, neoadjuvant chemotherapy

## Abstract

**Background:**

Accurate evaluation of the response to neoadjuvant chemotherapy (NAC) provides important information about systemic therapies for breast cancer, which implies pharmacological response, prognosis, and guide further therapy. Gene profiles overcome the shortcomings of the relatively limited detection indicators of the classical pathological evaluation criteria and the subjectivity of observation, but are complicated and expensive. Therefore, it is essential to develop a more accurate, repeatable, and economical evaluation approach for neoadjuvant chemotherapy responses.

**Methods:**

We analyzed the transcriptional profiles of chemo-resistant breast cancer cell lines and tumors of chemo-resistant breast cancer patients in the GSE25066 dataset. We preliminarily screened out common significantly differentially expressed genes and constructed a NAC response risk model using LASSO regression and univariate and multivariate analyses. The differences in bioinformatic features of tumor cells, immune characteristics, and prognosis were compared between high and low-risk group. The potential drugs that could reverse chemotherapy resistance in breast cancer were screened by the CMap database.

**Results:**

Thirty-six genes were commonly up/down-regulated in both NAC chemo-resistant tumors and cells compared to the sensitive tumors and wild-type cells. Through LASSO regression, we obtained a risk model composed of 12 genes. The risk model divided patients into high and low-risk groups. Univariate and multivariate Cox regression analyses suggested that the risk score is an independent prognostic factor for evaluating NAC response in breast cancer. Tumors in risk groups exhibited significant differences in molecular biological characteristics, tumor-infiltrating lymphocytes, and immunosuppressive molecule expression. Our results suggested that the risk score was also a good prognostic factor for breast cancer. Finally, we screened potential drugs that could reverse chemotherapy resistance in breast cancer.

**Conclusion:**

A novel 12 gene-signature could be used to predict NAC response and predict prognosis in breast cancer.

## Introduction

Currently, breast cancer has the highest incidence rate among all cancers worldwide (1). Neoadjuvant chemotherapy (NAC) refers to systemic cytotoxic drug treatment before surgery or radiotherapy and is considered the standard treatment regimen for patients with locally advanced or inoperable breast cancer (2, 3). Accurate evaluation of tumor response to NAC provides important information about tumor biology and prognosis and guides further therapies (4–6). In addition to clinical and pathological evaluation criteria, gene expression signatures have been developed to predict response to NAC (7, 8). Different multi-gene expression signatures, such as genomic grade index (GGI), MammaPrint, and Oncotype DX, have been shown to outperform classic histopathological variables and represent an important step towards personalized breast cancer treatment (9–11). In particular, gene profiles overcome the drawbacks of the relatively limited detection indicators of the classical pathological evaluation criteria and the subjectivity of observation (12).

GGI is a gene expression signature developed to ameliorate histologic grade assessment and to predict the response to chemotherapy (7). Using residual cancer burden index, which is a more accurate pathological evaluation method used as a control, researchers studied 229 postoperative tumor samples from patients who had received NAC (paclitaxel, fluorouracil, doxorubicin, and cyclophosphamide). The higher the GGI values, the better the tumor response to chemotherapy (10, 13, 14). It is noteworthy that, unlike pathological evaluation, GGI assessment is more reproducible. However, it involves a large number of genes (97 genes), resulting in high detection costs and difficulty in clinical application.

In this study, we analyzed the transcriptional patterns of breast cancer cell lines and tumors of NAC-resistant patients predict by GGI and screened candidate genes associated with chemoresistance. Furthermore, we constructed a NAC response risk model and examined the evaluation accuracy of the risk score for NAC response. We analyzed the gene expression characteristics, tumor-infiltrating lymphocytes, and immunosuppressive molecule expression of NAC-resistant cancer cells and explored potential drugs to reverse breast cancer chemotherapy resistance. Finally, we examined the risk score for predicting the prognosis of overall and the different molecular subtypes of breast cancer. The flow chart of this research is shown in **Figure 1**.

**Figure 1:**
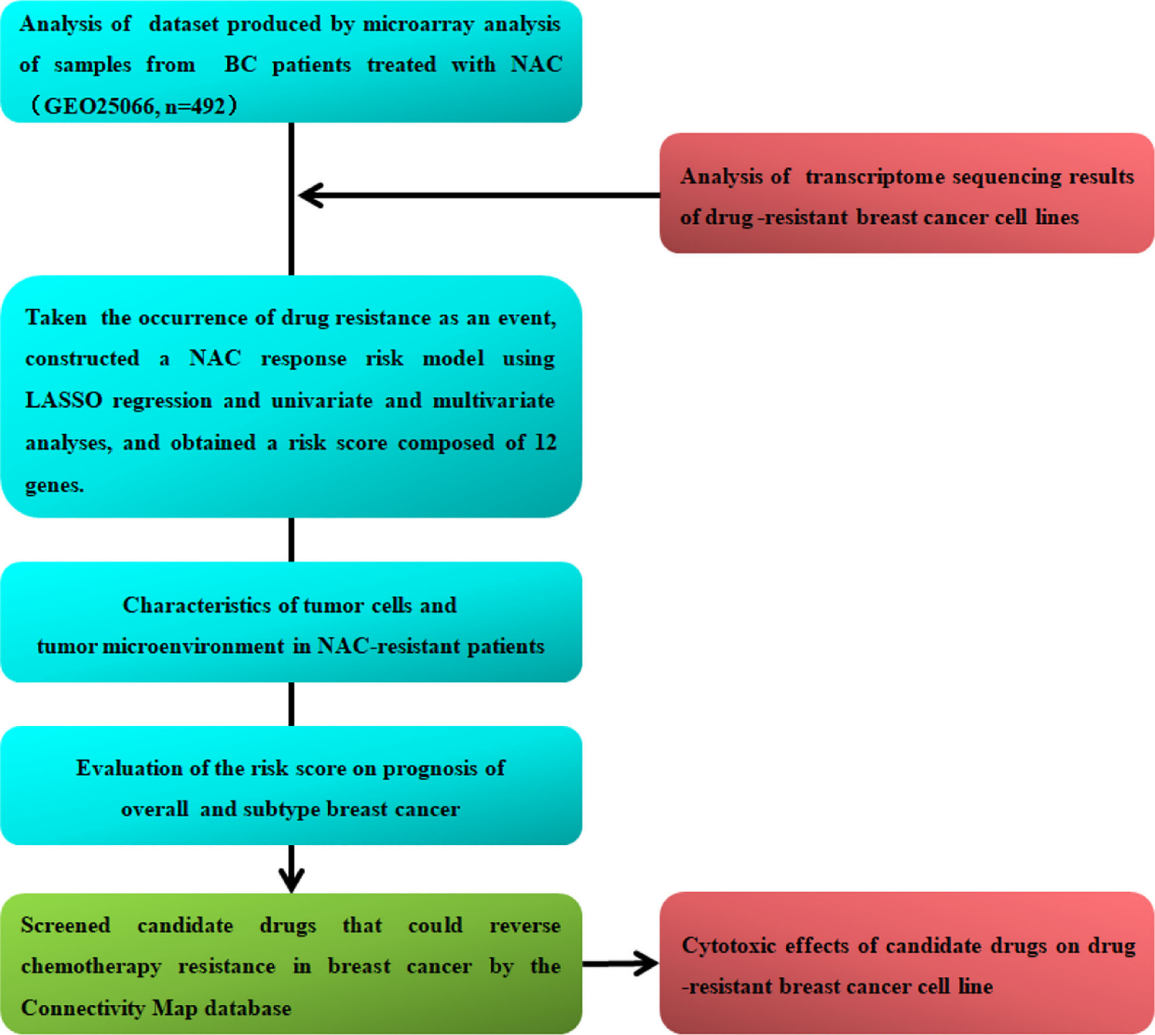
Detailed flow chart of this research.

## Materials and methods

### Cell cultures and chemo-resistant cell line induction

Human breast cancer cell lines MCF-7 (luminal subtype), SKBR3 (HER2+ subtype), and MDA-MB-231 (triple-negative subtype) were purchased from Fu Heng Biology. MCF-7 cells were cultured in DMEM (Gibco, USA) with 10% fetal bovine serum (FBS; Gibco, USA), penicillin (100 U/mL; Gibco, USA), and streptomycin (100 μg/mL; Gibco, USA). SKBR3 cells were cultured in McCoy’s 5A medium (Gibco, USA) with 10% FBS, penicillin, and streptomycin. MDA-MB-231 cells were cultured in Leibovitz’s L-15 medium with 10% FBS, penicillin, and streptomycin. Cells were incubated in 5% CO_2_ at 37.5°C.

Epirubicin (EPI; s1223, Selleck, CHN)-resistant variants of the human breast cancer cell lines were established by pulse selection. Cells were exposed to the respective maximal inhibitory concentration (IC90) values of EPI for 4 h, once a week for 10 weeks, to obtain resistant variants T47D/EPI, SKBR3/EPI, and MDA-MB-231/EPI (15, 16). The EPI-resistant breast cancer cells were washed with PBS, fully lysed with TRIzol reagent (15596026, Invitrogen, USA) and preserved at -80°C until use.

### Cytotoxicity assay and TUNEL assay

MCF-7, SKBR3, and MDA-MB-231 cells were seeded in 96-well plates at 5,000 cells/well. After the cells adhered completely, gradient concentrations of EPI and docetaxel (DOC) were added. After 72 h, cells were stained with sterile methylthiazolyldiphenyl-tetrazolium bromide (MTT; C0009, Beyotime, CHN) in culture media (1:10) for 2 h at 37.5°C. The absorbance of MTT was detected at 570 nm (17, 18).

MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI cells were seeded in a 96-well plate at 5,000 cells/well. After the cells adhered completely, EPI (0.04 μM), DOC (0.01 μM), bambuterol (HY-17501A, MCE; 0.04 μM), pravastatin (HY-B0165A, MCE; 0.37 μM), isocarboxazid (HY-13929, MCE; 10 μM), Imexon (HY-15385, MCE; 0.125μM), temozolomide (HY-17364, MCE; 0.12 μM), axitinib (HY-10065, MCE; 1.11 μM), semaxanib (s2845, Selleck), and crizotinib (HY-50878, MCE; 0.37 μM) were added for 72 h, and cells were stained with sterile MTT in culture media (1:10) for 2 h at 37.5°C. The absorbance of MTT was detected at 570 nm. The drug concentration was the same as that used for the connectivity map (CMap) (19).

TUNEL assay was performed using TUNEL apoptosis assay kit (C1086, Beyotime, CHN). Cells were seeded in 48-well plate and treated with drugs (the same with cytotoxicity assay) for 72 h were fixed with 4% paraformaldehyde, and then permeabilized with 0.3% Triton X-100. TUNEL detection solution was added to the cells. After incubation at 37°C for 1h in the dark, cells washed several times with PBS. After sealing with anti-fluorescence quenching liquid, cells were observed under a fluorescence microscope (200×).

### RNA preparation and RNA-seq

Total RNA from MCF-7, SKBR3, MDA-MB-231, MCF-7/EPI, SKBR3/EPI, and MDA-MB-231/EPI was extracted using TRIzol reagent. Genomic DNA contamination of samples was eliminated by RNase-free DNase I. Thereafter, RNA was assessed using a Nano Photometer^®^ spectrophotometer (IMPLEN, CA, USA) and a Qubit^®^ 2.0 Fluorometer (Invitrogen, USA). The RNA samples were subsequently submitted to Sangon Biotech Co., Ltd. (Shanghai, China). Sequencing libraries were generated using the VAHTSTM mRNA-seq V2 Library Prep Kit (Illumina^®^, USA). Paired-end sequencing of the library was performed using NovaSeq sequencers (Illumina, USA). Gene expression values of the transcripts were computed using the String Tie software (version 1.3.3b).

### Differential gene expression and enrichment analysis

Breast cancer transcriptome and clinical data GSE25066 (n=509) were downloaded from the Gene Expression Omnibus (GEO) database (20). The differential gene expression profiles of NAC-resistant and -sensitive patients were analyzed using the R language package (limma 3.20.9). Gene ontology (GO) and the Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis were applied to annotate the biological functions of differentially expressed genes (DEGs) by the R language package (GO plot, KEGG plot function R). The hallmarks of breast cancer chemo-resistant cells were investigated using gene set enrichment analysis (GSEA) (21, 22).

### Diagnostic model construction and validation

After excluding the patient samples with missing data, a total of 492 samples remained in the dataset and were randomly divided into the training (n=246) and validation sets (n=246). Using the “glmnet” R package, we performed the least absolute shrinkage and selection operator (LASSO) regression analysis (23). The Youden index criterion was defined as the boundary-value or decision threshold corresponding to the maximum Youden index, which is the best classification boundary value (24). This was also applied to select the optimal cutoff. We performed Cox regression analysis using the “survival” R package. The “predict” R package was used to obtain the risk score.

### Bioinformatics analysis

To identify the protein-protein interactions between the positive genes of risk score, we employed the search tool for the retrieval of interacting genes/proteins (STRING) (25). The chord diagram was drawn using the Power BI software. The R package “survival” was used for univariate and multivariate analyses of the age, stage, ER, PR, HER2, the signature-based risk factor score, and grade to assess the correlation of NAC resistance with prognosis (26). The expression of twelve genes in tumor, normal tissues and tumor-adjacent tissues were obtained from integrated center for oncology which based on the cancer genome atlas dateset (TCGA) (27). The survival curves of twelve genes of risk score were obtained from the Kaplan–Meier plot (28, 29). Patients with chemotherapy were eligible in this study. The CMap database was used to identify compounds that were negatively correlated with the input differential gene profile after testing on MCF-7 cells (30, 31).

### Immune cell infiltration analysis

We used CIBERSORT and QUANTISEQ analyses to assess immune cell infiltration within the tumor microenvironment using the GSE25066 database in the different risk groups (4). The online analysis tool hiplot (https://hiplot.com.cn/) was used to analyze the correlation between immunosuppressive molecules and risk scores.

### Construction and assessment of the nomogram

The nomogram was established by the R package “rms”. We evaluated the performance of the nomogram by generating a calibration chart.

### Statistical analysis

Using GraphPad Prism 8.0, data of three independent experiments were presented as mean ± SD for statistical analysis. Student’s t-tests or Mann–Whitney U-tests were performed for comparison between two groups. The chi-square test was used to analyze the categorical variables between two groups. The correlation between the two groups was analyzed using Spearman’s test. P < 0.05 was considered significantly different.

## Results

### Screening of hub genes related to NAC resistance in breast cancer

To explore the chemoresistance promoting mechanism in breast cancer, we generated EPI-resistant cell lines of different breast cancer subtypes, including MCF-7/EPI, SKBR3/EPI, and MDA-MB-231/EPI. The IC50 of EPI in resistant cells was seven times higher than that of parental wild-type (WT) cells (**Figure 2A** and **Table 1**). Furthermore, consistent with clinical experience, tumor chemoresistance showed characteristics of multidrug resistance in our experiment. Drug-resistant breast cancer cells induced by EPI were also resistant to DOC. We then compared the expression profiles of EPI-resistant cells with those of WT cells. 

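RNA from parental MCF-7, SKBR3 and MDA-MB-231 cells and from their EPI-resistant variants was sequenced, with 1 library for each of the 6 conditions. MCF-7 is an estrogen receptor-positive luminal line, SKBR3 carries an amplified ERBB2 gene, and MDA-MB-231 is a mesenchymal-like triple-negative line. EPI is an anthracycline that poisons topoisomerase II, and the variants had been selected with pulses of 4 h, given 1 time per week over 10 weeks. TFF1, an estrogen-responsive gene, was at 3332 TPM in MCF-7 WT and 3674 TPM in MCF-7/EPI, against 18.9 and 14.3 TPM in the SKBR3 pair and 1.31 and 1.63 TPM in the MDA-MB-231 pair. ERBB2 was at 2035 TPM in SKBR3 WT and 2068 TPM in SKBR3/EPI, and between 36.2 and 75.9 TPM in the libraries of the other lines. VIM, which encodes the mesenchymal filament protein vimentin, was at 1367 TPM in MDA-MB-231 WT and 1137 TPM in MDA-MB-231/EPI, and at 1.15 TPM or less in the libraries of the other lines. Across genes, log2(TPM + 1) of the WT and EPI libraries correlated with r = 0.987 in MCF-7, 0.941 in SKBR3 and 0.964 in MDA-MB-231, where genes are not independent replicates.

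The authors deposited 1 table per line with the TPM of each Ensembl transcript in the WT and EPI library, a log2 fold change and an adjusted p-value. The paper gives StringTie 1.3.3b for the expression values, and the submitters' processing notes also name Bowtie 0.12.2, DESeq2 and hg18. The paper names a VAHTS library kit and the labels a TruSeq kit. The SKBR3 and MDA-MB-231 tables list 199167 transcripts of 58174 genes, and the MCF-7 table lists 95139 transcripts of 20263 genes, each of which also stands in the other tables. Each library sums to about 1000000 TPM within its own table, so levels of different lines were set side by side only as a description. In the SKBR3 WT, SKBR3/EPI, MDA-MB-231 WT and MDA-MB-231/EPI libraries, the transcripts shared with the MCF-7 table took up 787184, 786275, 811629 and 797101 TPM. TPM values keep no read depth, so the depth of each library and its counting error are unknown.

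The TPM of the shared transcripts was summed per gene, and the log2 fold change of EPI over WT was taken on the log2(TPM + 1) scale, which understates the change of low genes. A gene was counted within a line when it reached 1 TPM in 1 library of the pair. With 1 library per condition, the difference within a line has no replicate check and no p-value was computed for it. Over the 3 lines, EPI was tested against WT with limma (trend on log2(TPM + 1), cell line as a block, 2 residual degrees of freedom), so the lines served as replicates. Limma draws the variance of each gene toward that of genes of similar level. The p-values thus do not measure the spread of the 3 lines alone, and a small one does not require that all 3 lines changed alike. Gene lists and terms were tested with camera at a preset correlation of 0.01. A list's median within a line was placed among 10000 random lists of the same size and mean expression. The gene lists, the fold threshold and the first set of other settings were fixed before the data were examined.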

Three hundred and two genes were commonly upregulated or downregulated at least two-fold in MCF-7/EPI, SKBR3/EPI, and MDA-MB-231/EPI compared with those in parental MCF-7, SKBR3, and MDA-MB-231 cells (**Figures 2B, C**). In addition, we analyzed the top 30 GO with the highest enrichment in cellular component (CC), biological process (BP), and molecular function (MF). 

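CCL5, a chemokine that attracts T cells, was at least 2-fold higher in each EPI-resistant line than in its parent. CCL5 lies on chromosome 17 of GRCh38 from 35871491 to 35880793, on the minus strand. Its level was 97.4 TPM in MCF-7 WT and 237 TPM in MCF-7/EPI, 0.29 and 7.79 TPM in the SKBR3 pair, and 0.39 and 9.05 TPM in the MDA-MB-231 pair. This is a log2 fold change of 2.30 ± 0.89 (SD, n = 3 lines), with an adjusted p of 0.690 from limma. The other genes changed at least 2-fold the same way in all 3 lines were 3 protein-coding genes whose exons share bases with those of neighbouring genes on the same strand. AC004922.1 (chromosome 7 of GRCh38, 99325879 to 99394653, over ARPC1A and ARPC1B) was higher, with log2 fold changes of 2.41 in MCF-7/EPI, 1.26 in SKBR3/EPI and 1.27 in MDA-MB-231/EPI. AC092143.1 (chromosome 16, 89919165 to 89936092, over MC1R and TUBB3) was listed at 0 in each parent and at 2.54, 17.1 and 3.29 TPM in the variants, in the same order of lines. AC118553.2 (chromosome 1, 99970011 to 100083321, over SLC35A3 and MFSD14A) was lower by log2 fold changes of -3.54, -2.38 and -3.13, with an adjusted p of 0.0978 from limma, while MFSD14A had 2.26, 2.27 and 0.90 and SLC35A3 had 0.12, 0.57 and 0.45.

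In all, 3 genes were higher and 1 was lower in all 3 lines, of 10661 genes that reached 1 TPM in every pair. If the lines had changed independently, with each gene equally likely to change, 0.255 and 0.0912 genes would have been counted. A further 12 genes changed at least 2-fold in all 3 lines but not in the same direction, which makes 16 in either direction against 1.48 expected in the same way. With genes that share exon bases joined, the numbers were 5 and 0.943. Genes that share exon bases made up 44.2% of those counted in MCF-7/EPI, against 11.2% of all genes measured, so genes were not equally likely to change. An excess over these expected numbers is thus not an excess over chance. In MCF-7/EPI, 107 genes were at least 2-fold higher and 158 lower, in SKBR3/EPI 1362 and 555, and in MDA-MB-231/EPI 769 and 275. The largest differences in SKBR3/EPI included higher IFI27 and OAS2, which are induced by interferon (log2 fold changes of 5.22 and 5.07), and lower STAC2 (-4.11). In MDA-MB-231/EPI they included higher PI3, a protease inhibitor, and LCN2, an iron-binding secreted protein (5.19 and 4.25), and lower CLDN4, a tight junction protein (-5.43). In MCF-7/EPI they included higher ABHD14A-ACY1, which spans ABHD14A and ACY1, and MXD1, a MAX-binding repressor (2.79 and 2.72), and lower BIVM-ERCC5 (-3.65), which spans BIVM and ERCC5, and COMT (-2.13), which methylates catechols. The fold changes of SKBR3/EPI and MDA-MB-231/EPI correlated across the 10661 genes with Pearson r = 0.334 and Spearman rho = 0.334. For MCF-7/EPI, r was 0.0467 with MDA-MB-231/EPI and 6.95e-06 with SKBR3/EPI, and rho was 0.0310 and -0.0224. Genes are not independent replicates, so no p-value goes with these 3 correlations.

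The limma test found 0 genes past an adjusted p of 0.05 among 12207, and 869 at an unadjusted p under 0.05, of which 597 were higher and 272 lower. Counted per transcript in place of per gene, 151 were higher and 127 lower in all 3 lines, while joining genes that share exon bases left 1 higher (CCL5) and 0 lower. Without the MCF-7 pair, 226 genes were higher and 36 lower in both other lines, and 7 genes were higher at an adjusted p under 0.05 from limma.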

Upregulated DEGs were widely distributed in the intracellular parts, intracellular organelle, and nucleus of the breast cancer resistant cells, and were enriched in “negative regulation of biological process”, “negative regulation of cellular process”, and “regulation of cellular metabolic process”. 

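As a set, genes annotated to the nucleus in the authors' tables did not pass the test over the 3 lines. Of 4881 nuclear genes tested over the 3 lines, 0 passed an adjusted p of 0.05 from limma, and 234 were higher and 107 lower at an unadjusted p under 0.05. The mean log2 fold change of these genes was 0.08, with an adjusted p of 0.834 from camera over 12 terms. Within the lines, the median of the nuclear genes was -0.06 in MCF-7/EPI, 0.18 in SKBR3/EPI and 0.10 in MDA-MB-231/EPI, at percentiles 0.00, 100.0 and 53.5 of random gene sets. By the authors' deposited table, 446 genes had a transcript called as upregulated in all 3 lines, and 218 of these were nuclear, against 200.2 expected from 7722 genes listed with a TPM over the authors' minimum in all 3 tables. In this count and those like it below, the called transcript of a gene could differ between lines. The expected numbers take no account of how many transcripts a gene has, and no test was made on them. The same transcript was called in all 3 lines for 65 upregulated and 59 downregulated transcripts, and 165 genes were counted in both directions. Of 461 genes with a transcript called as downregulated in all 3 lines, 223 were nuclear against 207.0 expected. In the same tables, the intracellular organelle term holds 6 tested genes, with a mean log2 fold change of -0.01 and an adjusted p of 0.834 from camera. The terms for negative regulation of a cellular process and for regulation of cellular metabolic process hold 1 tested gene each, too few for a test. Genes were taken for a term only when annotated to it directly, not to a narrower term under it. These sets may therefore be smaller than those behind the paper's enrichment.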

The molecular functions of the upregulated DEGs were the “protein and transcription regulatory region DNA” and “RNA polymerase II proximal promoter sequence-specific DNA binding.” In contrast to upregulated DEGs, downregulated DEGs were enriched in the extracellular space of the breast cancer resistant cells in “cell adhesion” and “regulation of cell motility” (**Supplementary Figure S1A–F**). 

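Genes annotated with sequence-specific DNA binding at RNA polymerase II proximal promoters, which are transcription factors, did not pass the list test. For 221 such genes the mean log2 fold change over the 3 lines was 0.15, with an adjusted p of 0.167 from camera. At an unadjusted p under 0.05 from limma, 14 of them were higher and 1 lower, and 0 passed after adjustment. For 171 genes annotated with DNA binding at transcription regulatory regions, the mean was 0.16, the adjusted p from camera was also 0.167, and 11 were higher and 1 lower at an unadjusted p under 0.05. In SKBR3/EPI, 30 of the 169 genes of this term with at least 1 TPM were at least 2-fold higher and 4 were lower, with a median of 0.30 at percentile 99.9. In MDA-MB-231/EPI, 11 of 168 were at least 2-fold higher and 1 was lower (median 0.13, percentile 67.1), and in MCF-7/EPI 1 of 174 was higher and 0 were lower (median -0.041, percentile 48.9). By the authors' deposited table, 10 proximal promoter binders had a transcript called as upregulated in all 3 lines against 7.80 expected, and 6 regulatory region binders against 6.35 expected. Called as downregulated were 4 against 8.06 expected and 3 against 6.57.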

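Genes of secreted proteins had medians above those of most random gene lists in each line, so they were not lower as a set in the summed gene values, and did not pass the list test. Of 589 tested genes annotated to the extracellular space, 77 were higher and 18 lower at an unadjusted p under 0.05 from limma, and 0 passed after adjustment. Their mean log2 fold change was 0.18, with an adjusted p of 0.198 from camera. In SKBR3/EPI, 150 of 634 such genes were at least 2-fold higher and 53 lower. In MDA-MB-231/EPI the numbers were 113 and 27 of 634, and in MCF-7/EPI 4 and 6 of 582. The lower shares in SKBR3/EPI and MDA-MB-231/EPI (8.36% and 4.26%) were above those of all genes (555 of 12395 and 275 of 12293). So were the higher shares (23.7% and 17.8%, against 1362 and 769 of all genes). In MCF-7/EPI neither share was (0.69% higher and 1.03% lower, against 107 and 158 of 12558). The medians were 0.26 (percentile 99.9), 0.22 (percentile 100) and 0.032 (percentile 100) in this order of lines. For 274 cell adhesion genes the mean was 0.10 (adjusted p of 0.834 from camera), with 25 higher and 12 lower at an unadjusted p under 0.05. At least 2-fold lower were 22 of 281 adhesion genes in SKBR3/EPI and 10 of 294 in MDA-MB-231/EPI, and 44 and 42 were at least 2-fold higher. For 22 genes that regulate cell motility the mean was -0.00 and the median -0.07 (adjusted p of 0.198 from camera).

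In a separate list of adhesion and extracellular matrix genes, 0 of 47 passed limma, over all genes or adjusted over the list alone, and the mean was 0.16 (adjusted p of 0.494 from camera over 33 lists). LAMB3, a subunit of laminin-332, was at 10.7 TPM in MCF-7 WT and 16.4 TPM in MCF-7/EPI, 11.3 and 42.0 TPM in the SKBR3 pair, and 71.3 and 219 TPM in the MDA-MB-231 pair (log2 fold change 1.33 ± 0.66, SD, n = 3 lines). CD44, a hyaluronan receptor, had log2 fold changes of 1.28, 1.98 and 0.26 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI. L1CAM, a neural adhesion molecule, had 0.08, -2.60 and -0.66, and ITGB5, an integrin subunit, had -0.31, -0.37 and -0.92. For 8 mesenchymal genes, among them FN1 and SNAI1, the mean was 0.07, the median -0.03 and the direction of camera was down (adjusted p of 0.854). By the authors' deposited table, 24 extracellular genes had a transcript called as downregulated in all 3 lines against 16.7 expected, and 21 had one called as upregulated against 16.1 expected. For cell adhesion, 13 were called as downregulated against 7.94 expected, and for the regulation of cell motility 2 against 0.955. Called as upregulated were 9 adhesion genes against 7.68 expected and 0 motility genes against 0.924.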

The results showed that slowing down the cell cycle and decreasing biological processes and metabolic abnormalities are important mechanisms for the survival of chemo-resistant cells. 

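Genes of mitosis were lower in the resistant lines as a list. For 32 genes of mitosis, the mean log2 fold change over the 3 lines was -0.24, and camera gave an adjusted p of 9.20e-08 (adjusted p = 0.738 with an estimated correlation). The median was -0.19 in MCF-7/EPI, -0.06 in SKBR3/EPI and -0.39 in MDA-MB-231/EPI, at percentiles 0.01, 18.8 and 0.00. Within the list, 29, 19 and 25 of the 32 genes were lower in the 3 lines, in the same order, and 0, 0 and 3 were at least 2-fold lower. None of the 32 passed limma over all genes or adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05. CENPE, a kinetochore motor, had log2 fold changes of -0.35, -0.85 and -0.51 (mean -0.57 ± 0.26, SD, n = 3 lines). KIF20A, a kinesin of cytokinesis, had -0.30, 0.45 and -1.77. UBE2C, which drives mitotic exit, had -0.01, 0.13 and 0.04, and HMMR, a spindle protein, had -0.24, 0.17 and 0.28.

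Genes linked to dormancy and cell cycle arrest were higher in SKBR3/EPI, where 4 of 8 were at least 2-fold higher with a median of 0.90 at percentile 99.7. CDKN1A, the p21 inhibitor of cyclin-dependent kinases, was at 14.0 TPM in SKBR3 WT and 66.1 TPM in SKBR3/EPI, 82.5 and 100.0 TPM in the MCF-7 pair, and 76.0 and 95.6 TPM in the MDA-MB-231 pair. The dormancy list had medians of 0.00 in MCF-7/EPI and 0.18 in MDA-MB-231/EPI, and its adjusted p from camera over the 3 lines was 0.141. It was 0.00934 without the MDA-MB-231 pair, 0.0136 for genes with at least 1 TPM in every pair and 0.0430 for genes with at least 5 TPM in 3 libraries, in a range of 0.00934 to 0.990. Of 64 DNA repair genes, 46 were lower in MCF-7/EPI (median -0.15, percentile 0.04), 31 were lower in SKBR3/EPI (median 0.01) and 19 of 63 were lower in MDA-MB-231/EPI (median 0.21, percentile 95.9). Over the lines the mean of the repair genes was 0.05 and the direction of camera was down (adjusted p of 0.690). APEX1, the main abasic site endonuclease, had log2 fold changes of 0.30, 0.78 and 1.65, MUTYH, a base excision glycosylase, had 0.12, 1.23 and 1.15, and ERCC2, a helicase of nucleotide excision repair, had 0.07, -1.10 and -1.01. The paper reasons from the terms enriched among its upregulated and downregulated genes to a slower cell cycle and altered metabolism as ways by which resistant cells survive.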

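Of the KEGG pathways tested, the pentose phosphate pathway passed the list test, as lower in the mean over the 3 lines, while a shorter list of pentose phosphate genes did not. The pathway's call was lost with an estimated correlation (adjusted p = 0.867), and the shorter list passed under 2 of its alternatives, with no filter on low TPM (adjusted p of 0.0200 from camera) and without the MCF-7 pair (0.0473). In SKBR3/EPI, 14 of 23 genes annotated to this pathway in the authors' tables were lower (median -0.48, percentile 0.01), and in MDA-MB-231/EPI 18 of 23 (median -0.30, percentile 0.07). In MCF-7/EPI the median was -0.02 (percentile 59.1). Over the 3 lines the mean log2 fold change was -0.19, with an adjusted p of 0.00173 from camera. It was 0.0507 without the MDA-MB-231 pair, and its alternatives ranged from 0.000279 to 0.867. TKT, the transketolase of the pathway, was at 797 TPM in SKBR3 WT and 448 TPM in SKBR3/EPI, 443 and 248 TPM in the MDA-MB-231 pair, and 393 and 420 TPM in the MCF-7 pair (log2 fold change -0.52 ± 0.54, SD, n = 3 lines, adjusted p of 0.690 from limma). PRPS1, which makes phosphoribosyl pyrophosphate, had log2 fold changes of -0.72, -0.80 and -0.00 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI, and its paralog PRPS2 had 0.12, 0.68 and 0.65. The shorter list, of 14 genes fixed here, had a mean of -0.09 and an adjusted p of 0.103 from camera, in a range of 0.0200 to 0.738 over alternatives. Of these genes, 7 were lower in SKBR3/EPI (median 0.038, percentile 53.3), 11 in MDA-MB-231/EPI (median -0.23, percentile 2.39) and 7 in MCF-7/EPI (median -0.012, percentile 65.0).

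Glycolytic and other targets of HIF-1, the transcription factor of the hypoxia response, were lower as a list in SKBR3/EPI and MDA-MB-231/EPI. Genes that this list may share with the pentose phosphate pathway were not taken out, so the results of the pathway and of this list may not be separate. The median was -0.31 in SKBR3/EPI (23 of 30 lower, percentile 0.18), -0.32 in MDA-MB-231/EPI (18 of 31 lower, percentile 0.00) and 0.09 in MCF-7/EPI (9 of 31 lower, percentile 99.5). For the 30 targets tested over the lines the mean was -0.13 and the adjusted p from camera 0.00768 (adjusted p = 0.738 with an estimated correlation). It was 0.362 without the SKBR3 pair, and its alternatives ranged from 0.000361 to 0.738. ENO1, a glycolytic enolase, was at 2390 TPM in SKBR3 WT and 573 TPM in SKBR3/EPI, 651 and 482 TPM in the MDA-MB-231 pair, and 1400 and 1419 TPM in the MCF-7 pair. ADM, which encodes the peptide adrenomedullin, had log2 fold changes of 0.36, 1.86 and 0.61, and HIF1A itself had -0.09, 1.03 and 0.00. The 70 tested genes of the KEGG HIF-1 signaling pathway had a mean of 0.08 (adjusted p of 0.903 from camera). The KEGG p53 signaling pathway had a mean of 0.17 over 59 genes, with 7 higher and 1 lower at an unadjusted p under 0.05 from limma (adjusted p of 0.198 from camera). The 35 DNA replication genes had a mean of -0.04 and an adjusted p of 0.167 from camera over the KEGG and GO terms, with 31 of 35 lower in MCF-7/EPI, 22 in SKBR3/EPI and 11 in MDA-MB-231/EPI. As 1 of the 33 fixed lists the same genes had an adjusted p of 0.141 from camera, which was 0.0310 without the MDA-MB-231 pair and 0.0153 with no filter on low TPM, in a range of 0.0153 to 0.793. No gene of these pathways passed limma. By the authors' deposited table, the numbers of genes with a transcript called as upregulated in all 3 lines were 2 for HIF-1 signaling (3.06 expected), 0 for the pentose phosphate pathway (1.16 expected), 2 for p53 signaling (2.43 expected) and 1 for DNA replication (1.96 expected). Called as downregulated were 7 (3.16 expected), 3 (1.19 expected), 1 (2.51 expected) and 1 (2.03 expected), in the same order.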

In the KEGG enrichment analysis, upregulated chemoresistance cell feature genes were enriched in the “HIF-1 signaling pathway”, “Pentose phosphate pathway”, “p53 signaling pathway, and “DNA replication”. 

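Genes of neurotrophin signaling, the pathway of nerve growth factor receptors and their kinases, did not pass as a set and went both ways. Of 98 tested genes annotated to the pathway, 0 passed limma, and 6 were higher and 3 lower at an unadjusted p under 0.05. Their mean log2 fold change was 0.03 while the direction of camera was down (adjusted p of 0.834). The medians were -0.02 in MCF-7/EPI, 0.14 in SKBR3/EPI and 0.07 in MDA-MB-231/EPI. Of its genes with at least 1 TPM in a library of the pair, those at least 2-fold higher and lower were 1 and 2 in MCF-7/EPI, 7 and 6 (7.14% and 6.12%) in SKBR3/EPI, and 5 and 2 (4.95% and 1.98%) in MDA-MB-231/EPI. IRAK1, a kinase of the pathway's NF-kB arm, had log2 fold changes of -0.26, -0.51 and -0.18 (mean -0.31 ± 0.17, SD, n = 3 lines), and ARHGDIA, an inhibitor of Rho GTPases, had 0.12, -0.95 and -0.29. TRAF6, a ubiquitin ligase of the same arm, had -0.05, 1.15 and 0.44. A shorter list of 29 neurotrophin genes had a mean of 0.07, with the direction of camera down (adjusted p of 0.999). By the authors' deposited table, 11 genes of the pathway had a transcript called as downregulated in all 3 lines against 4.24 expected, and 4 had one called as upregulated against 4.10 expected.

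The collective KEGG class of metabolic pathways has no annotated gene in the authors' tables, so it was not tested. Among metabolic genes, 22 genes of cholesterol synthesis had a mean of 0.09 (adjusted p of 0.854 from camera), with medians of 0.01, 0.26 and 0.02 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI. INSIG1, a feedback regulator of this synthesis, had log2 fold changes of 0.08, 2.07 and 0.50, and DHCR7, its last enzyme, had 0.03, -0.05 and -1.04. The 13 genes encoded by mitochondrial DNA had a mean of 0.12 (adjusted p of 0.353 from camera).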

Downregulated chemoresistance cell feature genes were enriched in “Metabolic pathways” and “Neurotrophin signaling pathways” (**Supplementary Figures S1G, H).** The enrichment of these functions suggested that breast cancer chemo-resistant cells may resist chemotherapy by slowing down the cell cycle and strengthening DNA repair and synthesis. To characterize more comprehensively the biological characteristics of breast cancer drug resistance, we analyzed the hallmarks of breast cancer chemo-resistant cells and tumor tissues of breast cancer chemo-resistant patients by GSEA. E2F and MYC targets, mTORC1 signaling, P53 pathway, and KRAS signal gene sets were significantly upregulated in resistant breast cancer cells (**Supplementary Figure S2**), suggesting that chemoresistance of breast cancer cells might be closely related to the regulation of the cell cycle and apoptosis.

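Targets of p53 and of RAS-MAPK signaling were higher over the resistant lines as lists and MYC targets were lower, while the medians of MYC, E2F and mTORC1 targets differed in direction between the lines. The calls of the p53, RAS-MAPK and MYC lists were each lost in camera with an estimated correlation (adjusted p = 0.738). For 33 p53 targets the mean log2 fold change was 0.32, with an adjusted p of 0.00578 from camera (adjusted p = 0.738 with an estimated correlation). The medians were 0.03 in MCF-7/EPI (percentile 95.4), 0.22 in SKBR3/EPI (percentile 70.3) and 0.48 in MDA-MB-231/EPI (percentile 99.98), so the list did not stand out from random lists in SKBR3/EPI. PMAIP1 (NOXA), a pro-apoptotic BH3-only protein, was at 47.5 TPM in MCF-7 WT and 55.2 TPM in MCF-7/EPI, 2.83 and 15.2 TPM in the SKBR3 pair, and 18.8 and 51.8 TPM in the MDA-MB-231 pair. BBC3 (PUMA), of the same class, had log2 fold changes of 0.08, 1.74 and 1.08, and CCNG1, a cyclin induced by p53, had -0.26, -0.52 and -0.97. For 21 output genes of the RAS-MAPK pathway the mean was 0.39, with an adjusted p of 0.00105 from camera (adjusted p = 0.738 with an estimated correlation). EPHA4, an ephrin receptor, had log2 fold changes of 0.83, 1.21 and 1.74 (mean 1.26 ± 0.46, SD, n = 3 lines), HBEGF, an EGF receptor ligand, had -0.75, 3.21 and 0.19, and SPRED2, an inhibitor of the pathway, had 0.13, -0.10 and -0.07. Adjusted over the list alone, 3 of the 21 RAS-MAPK genes and 0 of the 33 p53 targets passed limma.

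For 38 E2F targets the mean was 0.17, with an adjusted p of 0.217 from camera. Of these genes, 30 were lower in MCF-7/EPI (median -0.18, percentile 0.01), 30 were higher in SKBR3/EPI (median 0.30, percentile 99.1) and 29 were higher in MDA-MB-231/EPI (median 0.23, percentile 99.2). GINS4, a subunit of the replicative helicase, had log2 fold changes of 0.42, 2.23 and 1.42, GINS2 of the same complex had -0.39, -0.15 and -0.07, and GINS1 had -0.14, -0.68 and 0.20. For 30 MYC targets the mean was -0.09, with an adjusted p of 0.0137 from camera (adjusted p = 0.738 with an estimated correlation). The medians were -0.12 in MCF-7/EPI (24 of 30 lower), 0.078 in SKBR3/EPI (18 of 30 higher) and -0.13 in MDA-MB-231/EPI (21 of 30 lower). FBL, a nucleolar methyltransferase, was at 374 TPM in MCF-7 WT and 342 TPM in MCF-7/EPI, 317 and 240 TPM in the SKBR3 pair, and 584 and 342 TPM in the MDA-MB-231 pair, while NOP56, of the same nucleolar particle, had log2 fold changes of -0.22, 0.81 and 0.18. For 26 mTORC1 targets the mean was 0.07 and the direction of camera was down (adjusted p of 0.913), with medians of 0.05, 0.23 and -0.22 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI. None of the E2F, MYC or mTORC1 targets passed limma, over all genes or adjusted over the list alone.

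The lists are shorter sets of well-known targets and not the hallmark sets. Left-out pairs decided several adjusted p values from camera: p53 targets had 0.0529 without the MDA-MB-231 pair (range over alternatives 0.000453 to 0.738), RAS-MAPK genes 0.0585 without the SKBR3 pair and 0.107 without the block (0.000343 to 0.738), MYC targets 0.134 without the MCF-7 pair and 0.138 without the MDA-MB-231 pair (0.000209 to 0.738), and E2F targets 0.0267 without the MCF-7 pair (0.0267 to 0.907), and p53 targets also had 0.153 with no filter on low TPM.

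**Figure D1:**
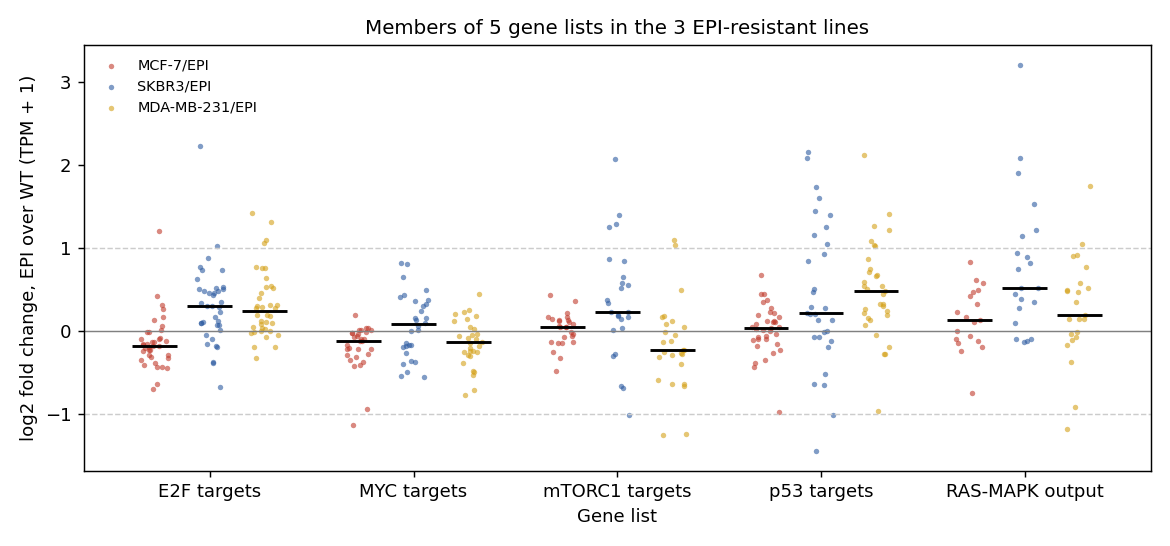
Each point is the log2 fold change of EPI over WT, on the log2(TPM + 1) scale, of 1 gene with at least 1 TPM in 1 library of the pair, for MCF-7/EPI (red), SKBR3/EPI (blue) and MDA-MB-231/EPI (yellow). Black bars are medians, such as -0.18, 0.30 and 0.23 for the E2F targets, and dashed lines mark a 2-fold change.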

**Figure 2:**
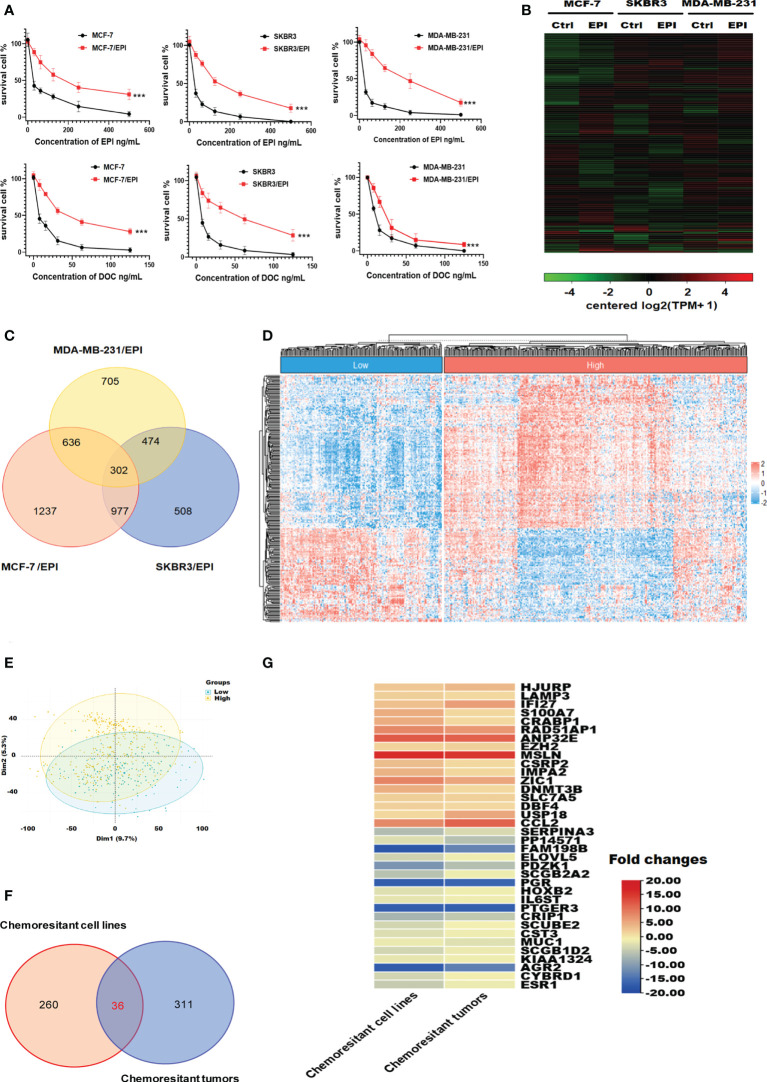
Visualization of genes differentially expressed in chemo-resistant breast cancer cells. **(A)** Drug toxicity of EPI and DOC to resistant cells. **(B)** Heatmaps of DEGs in EPI-resistant cells. **(C)** Overlapping DEGs that were up/down-regulated over 2-fold among EPI-resistant cells lines. **(D)** Heat map of DEGs that were up/down-regulated over 1-fold among chemotherapy-resistant (n = 157) and -sensitive patients with breast cancer (n = 335). **(E)** Principal component comparison of gene expression in chemotherapy-resistant and -sensitive patients with breast cancer. **(F)** Overlapping DEGs among EPI-resistant cells lines and tumors of chemotherapy-resistant patients. **(G)** Heatmaps of commonly up/down-regulated DEGs in both the NAC chemo-resistant cells and tumors compared in contrast to the WT cells and sensitive tumors. Data are presented as mean ± SD (P < 0.001).

**Table 1:** EPI IC50 values in breast cancer cell lines and their chemoresistant variants (n = 3).

IC50 values (ng/mL)	WT	EPI resistance	Fold
MCF-7	25.37 ± 1.93	235.93 ± 6.27	9.30
SKBR3	15.66 ± 0.86	120.27 ± 3.24	7.68
MDA-MB-231	12.53 ± 0.42	171.26 ± 3.73	13.67

Results are expressed as Mean ± S.D. and represent the average of three independent experiments. Fold resistance of each variant is shown in bold and represents the IC50 value of the variants divided by the IC50 value of the WT cells for each particular drug tested.

We also introduced clinical data and transcriptome profiles of breast cancer patients undergoing NAC using the GSE25066 database. According to the GGI evaluation method, GSE25066 samples were divided into two groups: GGI-low (NAC resistance, n=157) and GGI-high (NAC sensitivity, n=335) (**Figure 2D**). The results of the principal component analysis indicated that the gene expression differences between the GGI-high and -low groups were significant (**Figure 2E**). There were 347 DEGs between the two groups. 

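Of the genes that Fig. 2G shows as higher in resistant cells and tumors, 7 were at least 2-fold higher in SKBR3/EPI, 3 in MDA-MB-231/EPI and 1 in MCF-7/EPI, and 0 in all 3 lines. The list holds 17 genes, of which 14, 13 and 16 had at least 1 TPM in a library of SKBR3, MDA-MB-231 and MCF-7. LAMP3, a lysosomal membrane protein, was at 0.03 TPM in SKBR3 WT and 3.64 TPM in SKBR3/EPI, 1.87 and 3.60 TPM in the MDA-MB-231 pair, and 53.2 and 64.5 TPM in the MCF-7 pair. CSRP2, a LIM domain protein, was at 3.68 and 25.0 TPM in the SKBR3 pair, 12.2 and 20.7 TPM in the MDA-MB-231 pair, and 9.66 and 13.2 TPM in the MCF-7 pair (log2 fold change 1.20 ± 1.11, SD, n = 3 lines). CCL2, a monocyte-attracting chemokine, was at 29.5 and 110.0 TPM in the SKBR3 pair, 55.8 and 41.6 TPM in the MCF-7 pair, and 0 and 0.08 TPM in the MDA-MB-231 pair. ANP32E, a histone chaperone, had log2 fold changes of -0.33, -0.43 and -0.58 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI. The study chose this list on these samples, so its direction is not independent evidence. For the 14 genes tested, the mean was 0.51 with an adjusted p of 0.126 from camera, which was 0.00376 without the MDA-MB-231 pair (range over alternatives 0.00376 to 0.793).

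Of 18 genes that Fig. 2G shows as lower and that matched a gene of the tables, 0 were at least 2-fold lower in MCF-7/EPI or MDA-MB-231/EPI and 2 were in SKBR3/EPI, while 1, 1 and 3 were at least 2-fold higher. At least 1 TPM in a library was reached by 10 of the 18 in MCF-7, 12 in SKBR3 and 8 in MDA-MB-231. The rest could not be counted in that line. MUC1, a membrane mucin, had log2 fold changes of 0.43, -1.29 and -0.25 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI, and FAM198B had 0.07, -1.12 and 0.28. ESR1, the estrogen receptor, was at 12.0 TPM in MCF-7 WT and 43.7 TPM in MCF-7/EPI. SERPINA3, a secreted protease inhibitor, was at 20.0 TPM in SKBR3 WT and 554 TPM in SKBR3/EPI, and SCGB2A2 (mammaglobin) at 54.4 and 392 TPM. AGR2, a disulfide isomerase, was at 3.80 TPM in MDA-MB-231 WT and 13.3 TPM in MDA-MB-231/EPI. IL6ST, the gp130 receptor subunit, had log2 fold changes of -0.14, 0.98 and 0.81. The 8 genes tested over the lines had a mean of 0.41, with the direction of camera up (adjusted p of 0.199). The remaining name of Fig. 2G, PP14571, matched no gene of the tables. No gene of either list passed limma, over all genes or adjusted over the list alone.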

Thirty-six genes were commonly up/down-regulated in both the NAC chemo-resistant cells and tumors compared in contrast to the WT cells and sensitive tumors (**Figures 2F, G**).

### Risk model with NAC response was constructed based on GGI level

In order to construct a more simplified diagnostic model of NAC response, we established a LASSO regression model based on the expression and prognosis data of 246 breast cancer patients who received NAC from the GSE25066 training set (**Figures 3A, B**). We obtained two gene sets: 1se and min containing 12 and 18 genes, respectively. The ROC analysis presented that the 1se (AUC=0.96) and min (AUC=0.97) of characteristic genes both have good diagnostic values for evaluating the resistance of breast cancer to NAC (**Figure 3C**). Considering the cost of detection for the patients, we selected the 1se set: *HJURP, IFI27, RAD51AP1, EZH2, DNMT3B, SLC7A5, DBF4, USP18, ELOVL5, PTGER3, KIAA1324*, and *CYBRD1*. We termed up-regulated genes (*HJURP, IFI27, RAD51AP1, EZH2, DNMT3B, SLC7A5, DBF4 and USP18*) in NAC chemoresistant cells as positive genes and down-regulated genes (*ELOVL5, PTGER3, KIAA1324*, and *CYBRD1*) as negative genes. 

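IFI27 and USP18, both induced by interferon, and RAD51AP1, which assists RAD51 in homologous recombination, were at least 2-fold higher in SKBR3/EPI and MDA-MB-231/EPI. IFI27 (chromosome 14 of GRCh38, 94104836 to 94116698) was listed at 0 in SKBR3 WT and at 36.2 TPM in SKBR3/EPI, and was at 7.51 and 40.9 TPM in the MDA-MB-231 pair and 339 and 298 TPM in the MCF-7 pair. USP18 (chromosome 22, 18149899 to 18177397) was at 15.6 and 55.8 TPM in the SKBR3 pair, 1.61 and 7.19 TPM in the MDA-MB-231 pair, and 104 and 92.9 TPM in the MCF-7 pair. RAD51AP1 (chromosome 12, 4538798 to 4560048) was at 19.8 and 41.2 TPM, 19.7 and 42.0 TPM, and 22.4 and 20.6 TPM, in the same order of lines. HJURP, the chaperone that loads the centromeric histone CENP-A (chromosome 2, 233833416 to 233854566), was at 12.2 TPM in MCF-7 WT and 29.3 TPM in MCF-7/EPI, 33.4 and 45.5 TPM in the SKBR3 pair, and 56.5 and 58.0 TPM in the MDA-MB-231 pair. The log2 fold change over the 3 lines was 2.44 ± 2.70 for IFI27, 1.09 ± 1.09 for USP18, 0.65 ± 0.66 for RAD51AP1 and 0.56 ± 0.59 for HJURP (SD, n = 3 lines). EZH2, the catalytic subunit of the PRC2 histone methyltransferase, had log2 fold changes of -0.20, 0.09 and 0.02 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI. DNMT3B, a DNA methyltransferase, had 0.04, -0.46 and -0.30, SLC7A5, an amino acid transporter, had -0.06, 0.23 and -0.66, and DBF4, the activator of the CDC7 kinase, had -0.14, 0.29 and -0.24. Thus 3 of the 8 positive genes were at least 2-fold higher in SKBR3/EPI, 3 in MDA-MB-231/EPI, 1 in MCF-7/EPI and 0 in all 3 lines, and 1 (HJURP) was higher by any amount in all 3.

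None of the 4 negative genes was at least 2-fold lower in any line. ELOVL5, a fatty acid elongase, had log2 fold changes of -0.02, -0.43 and 0.02 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI. KIAA1324, an estrogen-responsive membrane protein, was at 72.7 and 73.4 TPM in the MCF-7 pair, 14.4 and 27.0 TPM in the SKBR3 pair, and 0 and 0.25 TPM in the MDA-MB-231 pair. PTGER3, a prostaglandin E receptor, was at 5.08 and 4.07 TPM in the SKBR3 pair and at 0.14 TPM or less in the other libraries. CYBRD1, a ferric reductase, was at 13.1 and 14.9 TPM in the MDA-MB-231 pair and at 0.40 TPM or less in the other libraries. No gene of the signature passed limma, where the adjusted p of the tested genes lay between 0.690 and 0.968. The study chose these genes on these samples. The 8 positive genes had a mean of 0.53 with an adjusted p of 0.252 from camera, and 0.0472 without the MDA-MB-231 pair (range over alternatives 0.0472 to 0.738). By the authors' deposited table, 1 of the 8 positive genes (IFI27) had a transcript called as upregulated in all 3 lines and 0 of the 4 negative genes had one called as downregulated in all 3.

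**Figure D2:**
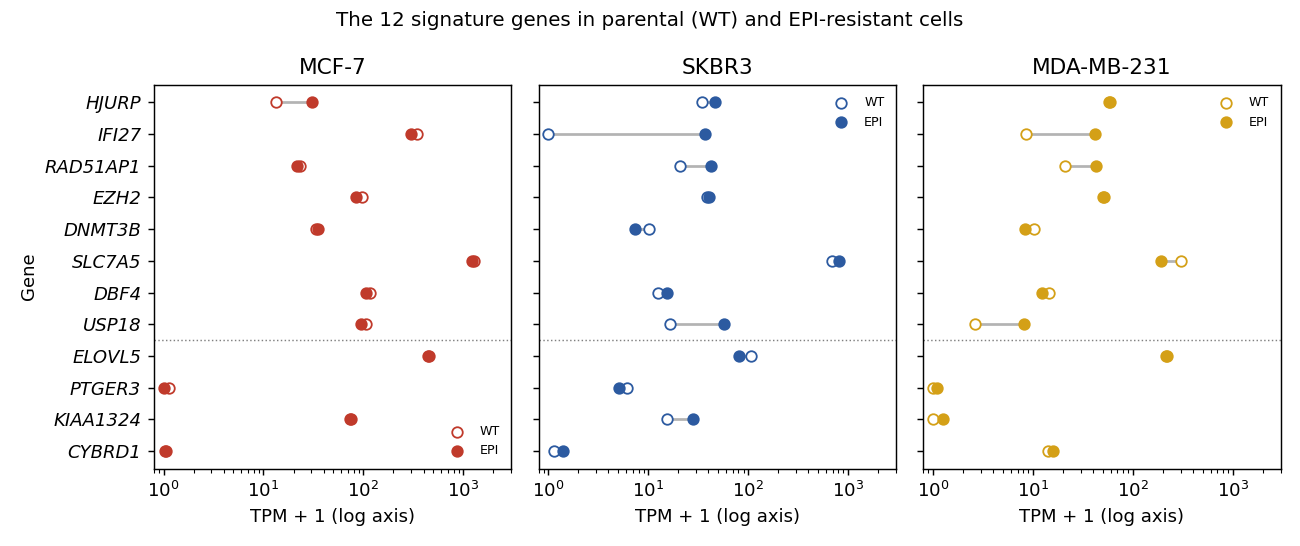
TPM + 1 on a log axis of the 12 signature genes in WT cells (open circles) and EPI-resistant cells (filled circles) of each line, with 1 library per circle and a grey line joining each pair. Positive genes stand above the dotted line and negative genes below it, and the widest gaps are those of IFI27 in SKBR3 (listed at 0 and at 36.2 TPM), of IFI27 in MDA-MB-231 and of USP18 in SKBR3.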

The validation set indicated that the results were similar to those of the training set (**Supplementary Figure S3**). The complete names and main function of the 12 genes are listed in **Table 2**. It is well known that there are big different in response to chemotherapy in different molecular subtypes of breast cancer. Therefore, we performed risk cutoff fitting analysis for overall and different molecular subtypes of breast cancer in GSE25066. The results showed that the cutoff of overall BC was 0.51. The cutoff of luminal BC and TNBC were 0.38 and 0.39, respectively (**Figure 3D**). Due to the small sample size, cutoff in HER2+ BC was not obtained. The results of multivariate and univariate analyses on the whole of GSE25066 (n=492) suggested that the risk factor score was an indicator for NAC response (**Figures 3E, F**, p<0.001).

**Figure 3:**
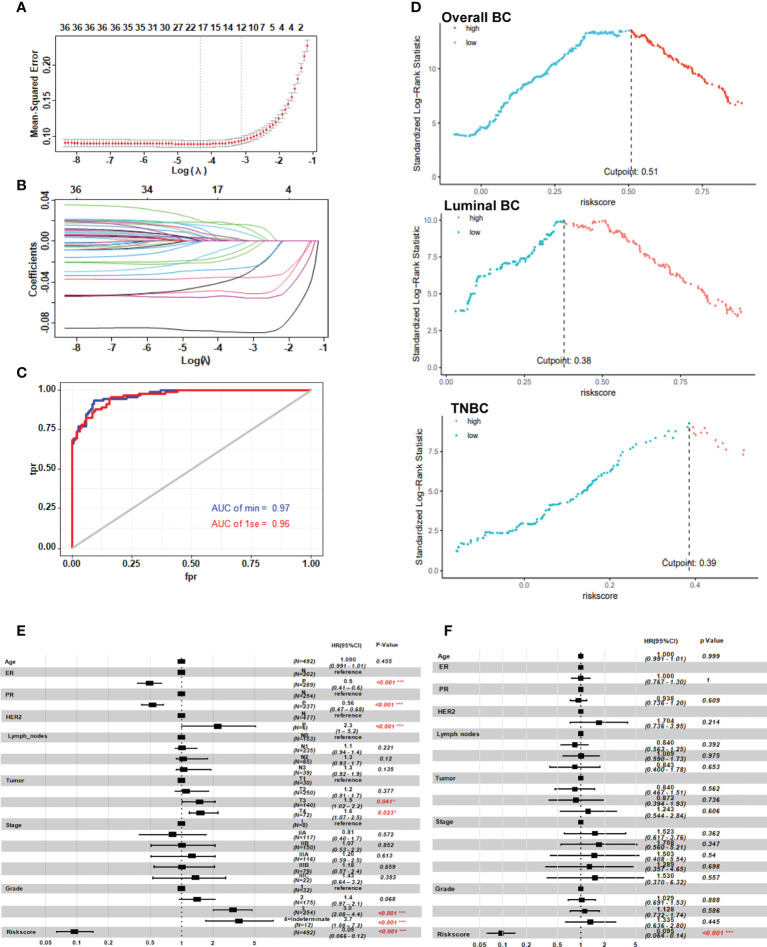
Risk model with neoadjuvant chemotherapy response based on the GGI level between the two clusters. **(A, B)** LASSO regression prognostic model of patients with breast cancer treated with NAC (n=246). **(C)** ROC analysis of the risk score in patients with breast cancer treated with neoadjuvant chemotherapy. **(D)** Cutoff of the risk score in patients with breast cancer treated with NAC. **(E, F)** Univariate and multivariate analysis of the twelve-gene NAC response risk model. *P < 0.05; and ***P < 0.001.

**Table 2:** The function of the twelve genes.

Gene	Full name	Function summary
HJURP	Holliday junction recognition protein	a Protein Coding gene related to Cell Cycle, Mitotic and Chromatin Regulation/Acetylation
IFI27	interferon alpha inducible protein 27 like 2	a Protein Coding gene related to RNA polymerase II activating transcription factor binding and lamin binding.
RAD51AP1	RAD51 associated protein 1	a Protein Coding gene related to RNA binding and single-stranded DNA binding
EZH2	enhancer of zeste 2 polycomb repressive complex 2 subunit	The protein encoded by this gene is a member of the Polycomb-group (PcG) family
DNMT3B	DNA methyltransferase 3 beta	The protein encoded by this gene is a DNA methyltransferase which is thought to function in *de novo* methylation, rather than maintenance methylation.
SLC7A5	solute carrier family 7 member 5	a protein Coding gene related to t peptide antigen binding and antiporter activity
DBF4	DBF4 zinc finger	a Protein Coding gene related to nucleic acid binding and enzyme activator activity
USP18	ubiquitin specific peptidase 18	The protein encoded by this gene belongs to the ubiquitin-specific proteases (UBP) family of enzymes that cleave ubiquitin from ubiquitinated protein substrates.
ELOVL5	ELOVL Fatty Acid Elongase 5	This gene belongs to the ELO family and involved in the elongation of long-chain polyunsaturated fatty acids
PTGER3	Prostaglandin E Receptor 3	The protein encoded by this gene is a member of the G-protein coupled receptor family
KIAA1324	estrogen-induced gene 121	estrogen-induced gene
CYBRD1	Cytochrome B Reductase 1	a member of the cytochrome b(561) family that encodes an iron-regulated protein

### Characteristics of tumor cells and tumor microenvironment in high-risk patients

To explore why 12 genes could be used to predict NAC response, we analyzed pharmacological characteristics and tumor microenvironment of NAC-resistant cancer cells. According to the GSE25066 gene expression profile, a negative correlation was found between the expression of positive genes (HJURP, IFI27, RAD51AP1, EZH2, DNMT3B, SLC7A5, DB*F4 and USP18*) and the expression of negative genes (*ELOVL5, PTGER3, KIAA1324*, and *CYBRD1*) in the risk score model (**Figure 4A**). Utilizing the Hit Predict database, we searched for proteins that interact with those encoded by the above twelve genes. By analyzing their protein interaction network, it was observed that the proteins encoded by these 12 genes and their related proteins have many-to-many complex interactions (**Figure 4B**). The results of GO enrichment analyses suggested that 12 genes promote breast cancer resistance to NAC by upregulating DNA repair and metabolism-related pathways and downregulating membrane receptor signaling mechanisms (**Figure 4** and **Supplementary Table 1**). KEGG pathway enrichment analysis showed that “transition metal ion transport” and the “G protein-coupled receptor signaling pathway” were enriched (**Supplementary Table 1**). The chord plot showed that 12 genes had complex interactions with the enriched GO pathway (**Figure 4D**). For example, *EZH2* and *DNMT3B* were involved in transferase activity (GO0016740) and negative regulation of gene expression (GO0045892 and GO0045814). *DNMT3B, DBF4*, and *CYBRD1* jointly regulate metal ion binding (GO0046872). The above results suggest that these 12 genes promote drug resistance by increasing DNA repair, reducing cell macromolecule synthesis, and cell metabolism among dormant cells. The risk score was positively related to some known molecules (*MDR1, Twist, HIF, MRE11, FR1*) associated with chemotherapy resistance in breast cancer (Xiwei 32). Those molecules were involved in the pathways of cell cycle regulation, DNA repair, transport, and efflux (**Figure 4E**).

**Figure 4:**
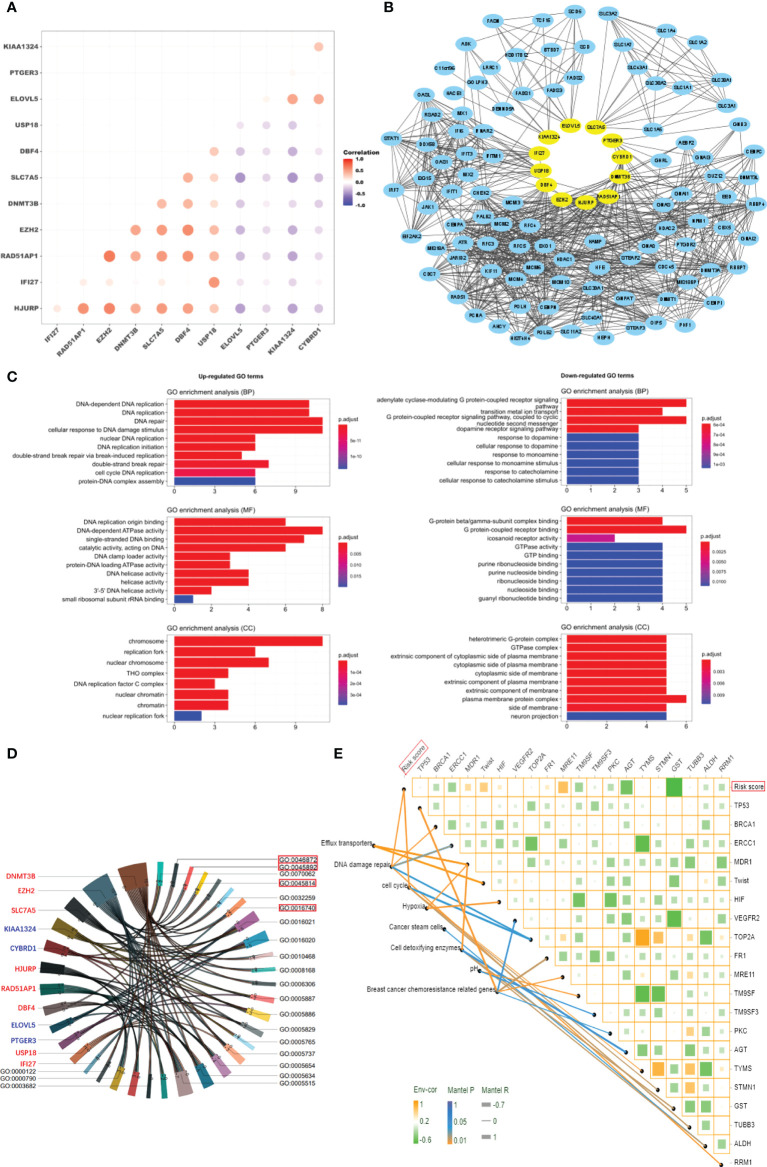
Characteristics of tumor cells in high-risk patients. **(A)** Correlation analysis of the expression of 12 genes. **(B)** Protein network interaction map for the 12 genes. **(C)** GO enrichment analysis of the 12 genes (P < 0.01). **(D)** Chord plot of interaction between the 12 genes and GO enrichment terms. **(E)** The correlation analysis of risk score and gene expression in breast cancer resistance-related pathways.

Tumor-infiltrating lymphocytes (TILs) are critical components of the tumor microenvironment and are important external factors of chemotherapy resistance (33–35). Therefore, we assessed the level of immune cell infiltration within the tumor microenvironment of patients in the different risk groups of the GSE25066 database by CIBERSORT, and quanTIseq algorithms. In luminal BC and TNBC, the high-risk group recruited more CD4+ T cell, CD8+ T cell, and macrophage than did the low-risk group (**Figures 5A, C, D, F**). In HER2+ BC, the high-risk group recruited more CD4+ T cell and NK cell than did the low-risk group (**Figures 5B and E**). We further explored the correlation between the risk score and immunosuppressive molecules in the GSE25066 dataset. Many immunosuppressive molecules, such as CTLA4, LAG3, ICOS, IDO1, and ADORA2A, were positively correlated with the risk score (**Figure 5G**). All results indicate that a large amount of tumor-infiltrating cells were depleted in the high-risk group, leading to the failure of NAC for breast cancer and the lower survival rate of patients.

**Figure 5:**
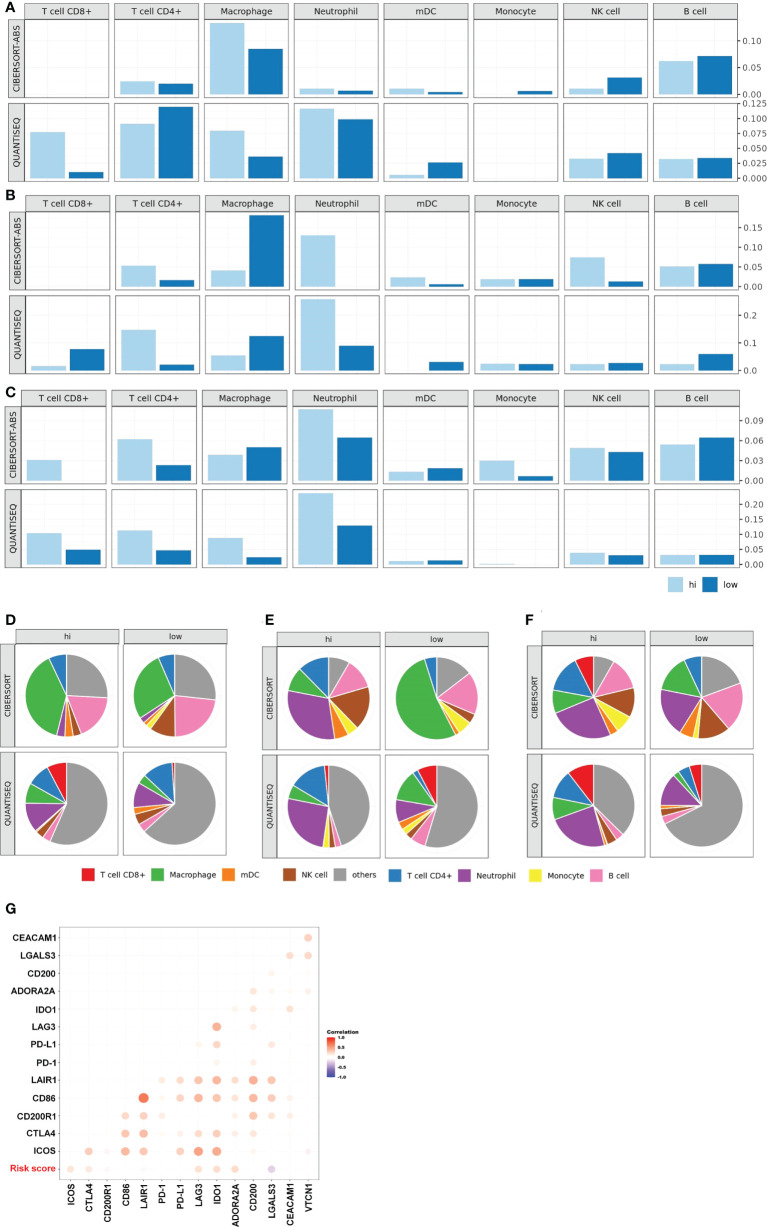
Characteristics of tumor microenvironment in high-risk patients. TIL levels of the high- and low-risk groups in luminal BC **(A)**, HER2+ BC **(B)**, TNBC **(C)**. Proportion of immune cells of the high- and low-risk groups in luminal BC **(D)**, HER2+ BC **(E)**, TNBC **(F)**. **(G)** Heat map of the correlation between risk score and the expression of multiple immunosuppressive regulatory molecules based on the whole GSE25066.

### Evaluation of the risk score on prognosis of breast cancer

Chemoresistance play an important role in tumor relapse, often resulting in metastatic disease and cancer-associated mortality (36).To confirm whether the risk score for evaluating NAC resistance was a good prognostic predictor of clinical outcomes, we conducted the following study. According to TCGA-BRCA data, the expression of the positive genes of risk score (*HJURP, IFI27, RAD51AP1, EZH2, DNMT3B, SLC7A5, DBF4 and USP18*) in tumors was higher than that in normal and tumor-adjacent tissues. The expression of the negative genes (*ELOVL5, PTGER3, KIAA1324*, and *CYBRD1*) in tumors was lower than that in normal and tumor-adjacent tissues (**Supplementary Figure S4**). We also found association of high expression of all positive genes and low expression of all negative genes with poor prognosis of breast cancer (**Supplementary Figure S5**). The above results illustrate that the risk score composed of these 12 genes may also serve as a prognostic factor for breast cancer.

As a composite score consisting of 12 genes, can the risk score be used as an evaluation index for prognosis? We analyzed the relationship between risk score and prognosis of breast cancer patients in the GSE25066 dataset. The results suggest that high risk score predicts poor prognosis in overall breast cancer (**Figure 6A**, p<0.0001) and various subtypes (**Figure 6B**, luminal BC, p=0.03; **Figure 6C**, TNBC, p=0.01). Due to the small sample size, statistical test in HER2+ BC was not obtained. Based on the GSE25066 database, we also constructed a nomogram to facilitate clinical application. Using the nomogram, the patient survival probability could be predicted by the weighing age, ER, PR, HER2, grade, stage and signature-based risk score (**Figure 6D**). The calibration curves indicated that the nomogram-predicted probability matched the actual 1-, 3- and 5-years survival (**Figure 6E**). Above results suggest that the novel signature of the 12 genes can not only predict NAC response but also predict prognosis in breast cancer.

**Figure 6:**
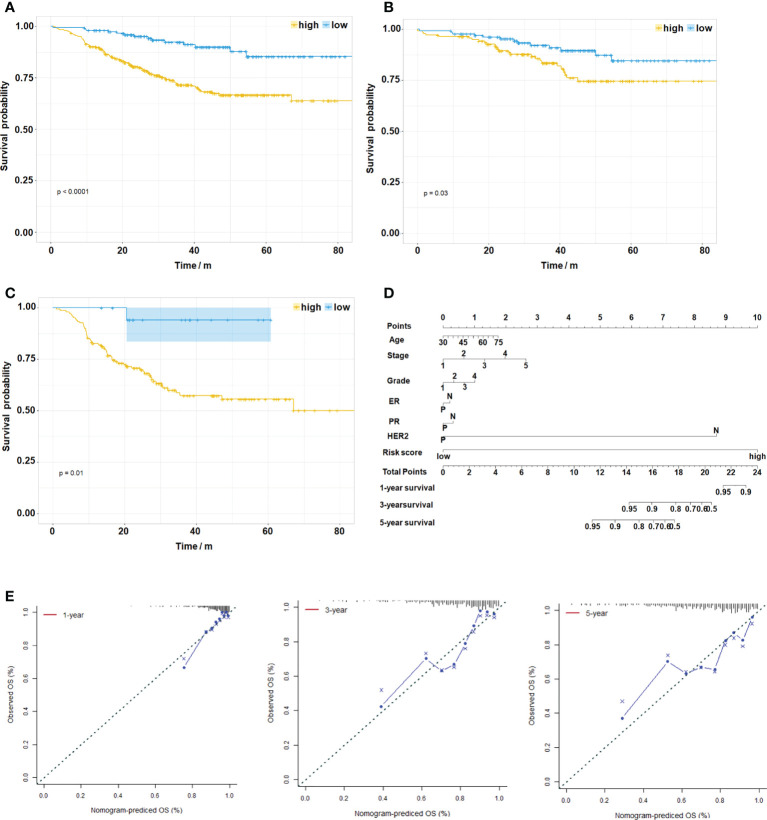
Evaluation of the Risk Score on Prognosis of Breast Cancer. **(A)** Kaplan–Meier survival analysis of the different patient risk groups of overall breast cancer (high-risk, n=333; low-risk, n=159, P < 0.0001). **(B)** Kaplan–Meier survival analysis of the different patient risk groups of luminal BC (high-risk, n=139; low-risk, n=135, P=0.03). **(C)** Kaplan–Meier survival analysis of the different patient risk groups of TNBC (high-risk, n=150; low-risk, n=19, P=0.01). **(D)** A nomogram for clinical diagnosis was constructed based on clinical characteristics and risk scores. **(E)** The calibration plots for predicting recurrence at 1, 3, and 5 years. The X-axis represents the predicted recurrence probability from the nomogram, and the y-axis represents the actual recurrence probability.

### Compound screening for reversing breast cancer resistance

To explore the use of candidate drugs to overcome NAC resistance in breast cancer, we analyzed the DEGs of two risk groups. We have screened 169 upregulated DEGs and 92 downregulated DEGs in the high-risk group of GSE25066 (| Fold Change | >1). To screen out the top 30 candidate drugs to overcome NAC resistance in breast cancer, we imported DEGs into the CMap database (**Figure 7A**). The top three compounds were bambuterol (bronchodilator) (37), pravastatin (lipid-lowering agent) (38), and isocarboxazid (antidepressant, a non-selective and irreversible inhibitor of monoamine oxidase) (39). It is noteworthy that there were five anticancer drugs among the candidate compounds, namely, imexon (alkylating agent) (40), temozolomide (alkylating agent) (41), axitinib (inhibitor of tumor growth and phosphorylation of VEGFR-2) (42), semaxanib (VEGFR (Flk-1/KDR) inhibitor) (43) and crizotinib (ATP competitive protein kinase inhibitor met/ALK/ROS) (44). Furthermore, we used the previously established chemoresistant cell line to verify the function of the selected candidate drugs to reverse chemoresistance. Here, we selected the top three compounds and the five antitumor drugs as candidates for verification. Pravastatin, isocarboxazid, imexon, axitinib, and crizotinib had significant cytotoxic effects on MCF7/EPI cells (**Figure 7B**). Bambuterol, isocarboxazid, imexon, axitinib and crizotinib had significant cytotoxic effects on SKBR3/EPI cells (**Figure 7C**). Bambuterol, isocarboxazid, imexon, temozolomide, axitinib, semaxanib and crizotinib had significant cytotoxic effects on SKBR3/EPI cells (**Figure 7D**). The sensitivity of different breast cancer subtypes to these drugs varies widely, but we note that isocarboxazid, imexon, axitinib and crizotinib showed preferable cell killing effects in all three types of breast cancer drug-resistant cells. We also observed the morphology of cells in each group after 72 h of drug treatment. Cells treated with isocarboxazid, imexon, axitinib and crizotinib were swollen, had many protrusions, and tended to die (**Supplementary Figure S6**). Finally, we detected the apoptosis level of cells in each group using a TUNEL apoptosis detection kit. The obtained data were consistent with the previous results showing that groups treated with isocarboxazid, imexon, axitinib, and crizotinib displayed numerous dead cells (**Figure 7E** and **Supplementary Figure S6**). Our results suggest that isocarboxazid, imexon and crizotinib could inhibit or kill chemoresistant cells. This result awaits further validation by more *in vivo* and *in vitro* experiments.

**Figure 7:**
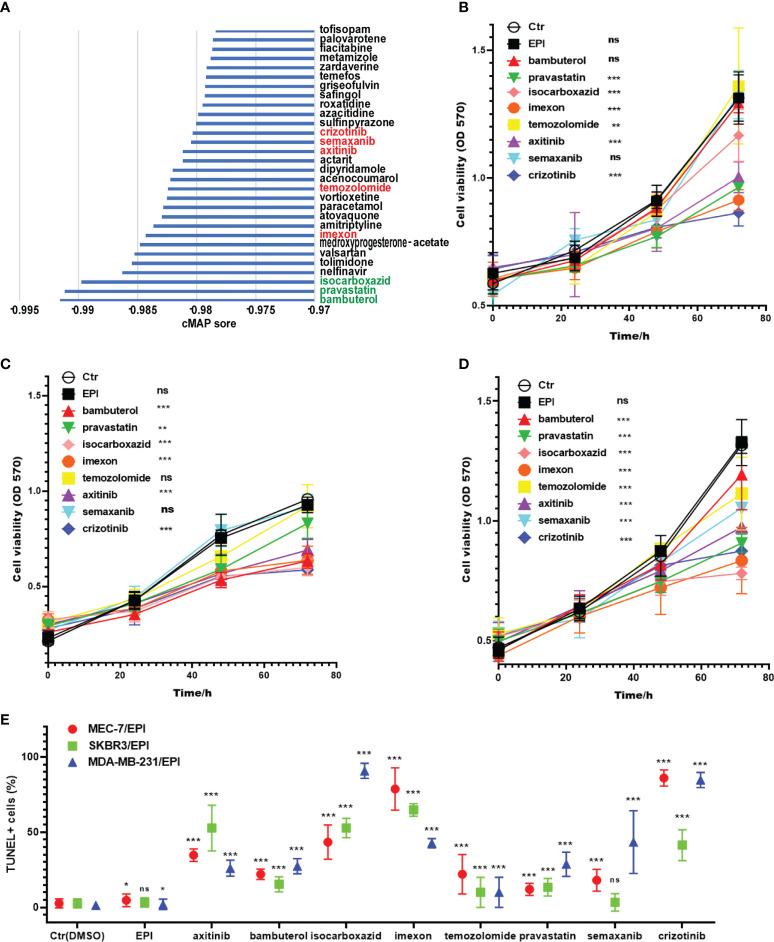
Screening potential drugs for the treatment of high-risk patients. **(A)** The potential drugs for the treatment of high-risk patients. The three best drug candidates are in the green font, and the known anticancer drugs in the TOP30 are in the red font. Cytotoxic effects of preferred drug candidates on MCF-7/EPI **(B)**, SKBR3/EPI **(C)** and MDA-MB-231/EPI **(D)** after 72 h of drug treatment. **(E)** The apoptosis level of cells in each group after 72 h of drug treatment. Data are presented as mean ± SD. *P < 0.05; **P < 0.01; and ***P < 0.001. ns, no significant

## Discussion

In this study, we constructed a NAC response risk model based on GGI and obtained a novel signature of 12 genes to predict NAC response and predict prognosis in breast cancer. Through pharmacological features analysis, we found that NAC-resistant breast cancer cells have powerful survival strategies, such as cell cycle regulation, DNA repair, transport, and efflux. TME analysis showed that there were many exhausted tumor-infiltrating lymphocytes (TILs) in the tumor tissues of patients in the high-risk group. Another important result of this study is that we screened out potential drugs targeting the gene expression characteristics of patients in the high-risk group through CMap. The cytotoxic effects of these drug candidates were further verified in the self-induced chemo-resistant breast cancer cell line MCF7/EPI. According to the cytotoxicity assays, isocarboxazid, imexon, axitinib, and crizotinib might be potential drugs to inhibit or kill chemo-resistant cells.

Bioinformatics analysis suggested that these 12 genes promote breast cancer resistance to NAC by upregulating DNA repair- and metabolism-related pathways and downregulating membrane receptor signaling mechanisms (**Figures 4C, E**). Based on these characteristics, we found that the NAC-resistant cells in breast cancer might be in a dormant state. Accumulating evidence reveals that non-genetic processes drive drug tolerance, regarded as a novel mechanism of failure in cancer therapy (9, 45). The most recent studies found that as key players in the field of non-genetic heterogeneity of tumors, drug-tolerant persister (DTP) cells were confirmed to be associated with resistance to chemotherapy and targeted agents in a wide range of tumors (46–49). Therefore, DTPs might be a therapeutic opportunity before the patients develop irreversible genetic mutation-driven drug resistance. Here, the 12 genes serve as a potential target for reversing drug resistance of tumor cells by breaking the “cold state” of drug-resistant cells. In follow-up studies, we will investigate whether interfering the expression of these genes could reverse chemotherapy resistance in breast cancer.

The tumor microenvironment plays a crucial role in tumor drug resistance (33–35). Among them, TILs are widely recognized as one of the most promising targets for reversing tumour drug resistance. Our results showed that there were many TILs, such as CD8+ T cells, CD4+, and NK cells, in the high-risk group which were exhausted (**Figure 5**). This also explains why a poor prognosis is observed in the high-risk group although the patients have abundant immune cell infiltration. Such patients may benefit from adoptive cellular immunotherapy. A clinical trial reported a patient with breast cancer who still had extensive metastases after surgery, chemotherapy, and targeted therapy. After 22 months of treatment with TILs, the tumor completely disappeared, and the patient survived (50). Our results also showed that immunosuppressive molecules, such as CTLA4, LAG3, ICOS, IDO1, and ADORA2A, were highly expressed in the high-risk group. Thus, we conjectured that CTLA4 immunosuppressants might contribute to further treatment of these patients.

The results of the cytotoxicity assays showed that the CMap-based selected candidate drugs, pravastatin, isocarboxazid, imexon, axitinib, and crizotinib, have significant cytotoxic effects on MCF7/EPI. Although imexons, axitinib, and crizotinib are known antitumor drugs, their effect on chemoresistant tumors has not yet been reported. Pravastatin and isocarboxazid were originally used to treat hyperlipidemia and depression, but their significant toxic effect on drug-resistant cells suggests that these two drugs may have other mechanisms of action to inhibit tumors. The antitumor activity of these drugs requires further validation.

## Conclusion

Our results suggest that a novel signature of 12 genes can be used to predict NAC response and predict prognosis in breast cancer.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO under accession ID: GSE197931.

## Author contributions

PT, MW, and BL conceived the idea and research method of the study. JW, YT, and WL inducted the drug-resistant cell lines and conducted the cytotoxicity assays. JW and BL performed bioinformatics analysis. HZ, YY, and YH collected the samples. JW and YX were responsible for the writing of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the National Natural Science Foundation of China (81302315, 82102992), Natural Science Foundation of Chongqing (cstc2021jcyj-msxmX0473), and the Personnel Training Program of Army Medical University (XZ-2019-505-045).

## Acknowledgments

We would like to thank Editage (https://www.editage.cn) for English language editing.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

BC, breast cancer; BRCA, Breast Invasive Carcinoma; BP, Biological process; CC, Cellular component; CMap, Connectivity map; DEG, Differentially expressed gene; DOC, Docetaxel; DTP, Drug-tolerant persister; EPI, Epirubicin; EP, estrogen receptor; FBS, Fetal bovine serum; GEO, Gene Expression Omnibus; GGI, Genomic grade index; GO, Gene ontology; GSEA, Gene set enrichment analysis; HER2, Human epidermal growth factor receptor 2; KEGG, Kyoto encyclopedia of genes and genomes; LASSO, Least absolute shrinkage and selection operator; MF, Molecular function; PR, progesterone receptor; ROC, Receiver operating characteristic; TIL, Tumor-infiltrating lymphocytes; TCGA, the cancer genome atlas dateset; WT, Wild-type.

# Supplementary material for: A novel twelve-gene signature to predict neoadjuvant chemotherapy response and prognosis in breast cancer
**Source:** Front Immunol. 2022 Oct 19;13:1035667. doi: 10.3389/fimmu.2022.1035667
**Supplement:** Supplementary file 7

## Supplementary Material

### Supplementary Figure S1

GO analysis of the DEGs in chemotherapy-resistant breast cancer cells. (A~F) up/downregulated GO enrichment terms of EPI-resistant cell lines ( $P < 0.05$ ). (G, H) up/downregulated KEGG enrichment terms of EPI-resistant cell lines ( $P < 0.05$ ).

### Supplementary Figure S2

GSEA of DEGs in EPI-resistant cell lines.

### Supplementary Figure S3

Obtaining a risk model comprising the same 12 genes in the validation set. ROC analysis of the risk score in patients with breast cancer treated with neoadjuvant chemotherapy. All data are from the randomly selected patients in the GSE25066 dataset as the validation set.

### Supplementary Figure S4

The expression of twelve genes in tumor, normal tissues and tumor-adjacent tissues.

### Supplementary Figure S5

Kaplan–Meier survival analysis of twelve genes. (*HJURP* also named *FAKTS*, *IFI27* also named *P27*, and *DBF4* also named *ASK*.)

### Supplementary Figure S6

The apoptosis level of cells in each group after 72 h of drug treatment (200×).

**Supplementary Table 1. the GO and KEGG of twelve-genes**

| Gene name | GO                                                                                                                                                                                         | KEGG |
|-----------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------|
| HJURP     | GO:0005515;GO:0005694;GO:0003677;GO:0005739;GO:0005829;GO:0005730;GO:0005634;GO:0007049;GO:0042393;GO:0042802;GO:0007059;GO:0000775;GO:0000777;GO:0005654;GO:0034080;GO:0051101;GO:0043254 | -    |
| IFI27     | GO:0016021;GO:0016020;GO:0060135;GO:0034097;GO:0032355                                                                                                                                     | -    |

|              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |                                                                                               |
|--------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|
| RAD51A<br>P1 | GO:0006281;GO:0003723;GO:0005634;GO:0003690;GO:0003697;GO:0005515;GO:0003677;GO:0006974;GO:0006310;GO:0005654;GO:0010569;GO:0000790;GO:0000724;GO:0000731;GO:0000732;GO:0071479;GO:0036297                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             | -                                                                                             |
| EZH2         | GO:0018024;GO:0034968;GO:0048511;GO:0005515;GO:0000790;GO:0016569;GO:0031490;GO:0006355;GO:0006351;GO:0032259;GO:0016740;GO:0008168;GO:0005634;GO:0043547;GO:0001047;GO:0000122;GO:0048387;GO:0005654;GO:0003682;GO:0035098;GO:0003677;GO:0045892;GO:0010718;GO:0042752;GO:0045814;GO:0042054;GO:0006325;GO:1990841;GO:0043406;GO:0071902;GO:0016571;GO:0016279;GO:0046976;GO:0070734;GO:0045120;GO:0005737;GO:2000134;GO:1904772;GO:0098532;GO:1900006;GO:0097421;GO:0071168;GO:0070314;GO:0070301;GO:0051154;GO:0050767;GO:0045605;GO:0043433;GO:0042127;GO:0036333;GO:0035984;GO:0034244;GO:0032355;GO:0021766;GO:0021695;GO:0014898;GO:0014834;GO:0014013;GO:0010629;GO:0010468;GO:0006357;GO:0006306;GO:0001932;GO:0070878;GO:0043565;GO:0043021;GO:0003723;GO:0000979;GO:0000975 | K11430-ko05206<br>MicroRNAs in cancer                                                         |
| DNMT3B       | GO:0005737;GO:0005634;GO:0071549;GO:0071455;GO:0045892;GO:0045666;GO:0042493;GO:0042220;GO:0033189;GO:0032355;GO:0031000;GO:0014823;GO:0010212;GO:0009636;GO:0001666;GO:0042826;GO:0003682;GO:0003677;GO:0005515;GO:0032259;GO:0016740;GO:0008168;GO:0005654;GO:0046872;GO:0043231;GO:0010468;GO:0006306;GO:0009008;GO:0003714;GO:0000122;GO:0010628;GO:0045814;GO:0051571;GO:0003886;GO:0051573;GO:0090116                                                                                                                                                                                                                                                                                                                                                                            | K17399-ko00270<br>Cysteine and<br>methionine<br>metabolism;ko05206<br>MicroRNAs in cancer     |
| SLC7A5       | GO:0005886;GO:0005829;GO:0016020;GO:0043231;GO:0016021;GO:0015171;GO:0003333;GO:0015807;GO:0015179;GO:1902475;GO:0005737;GO:0006810;GO:0007275;GO:0007399;GO:0030154;GO:0006865;GO:0050900;GO:0005887;GO:0070062;GO:0015297;GO:0016324;GO:0042605;GO:0006520;GO:0015804;GO:0015175                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     | K13780-ko04150<br>mTOR signaling<br>pathway;ko05230<br>Central carbon<br>metabolism in cancer |
| DBF4         | GO:0005515;GO:0043085;GO:0005634;GO:0046872;GO:0008270;GO:0003676;GO:0007049;GO:0006260;GO:0005654;GO:0000082;GO:0008047                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | K06629-ko04110 Cell<br>cycle                                                                  |
| USP18        | GO:0006508;GO:0008234;GO:0008233;GO:0005515;GO:0016787;GO:0016579;GO:0005829;GO:0005737;GO:0005634;GO:0036459;GO:0006511;GO:0004843;GO:0060338;GO:0019785                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | -                                                                                             |

|              |                                                                                                                                                                                                                                                                                    |                                                                                                                                                                                                                |
|--------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| ELOVL5       | GO:0005783;GO:0042761;GO:0034626;GO:0019367;GO:0006633;GO:0006631;GO:0102338;GO:0102337;GO:0102336;GO:0009922;GO:0006629;GO:0005789;GO:0016740;GO:0016021;GO:0016020;GO:0006636;GO:0034625;GO:0035338;GO:0030425;GO:0042995;GO:0005515;GO:0036109;GO:0043025;GO:0043651;GO:0097447 | K10244-ko01212<br>Fatty acid metabolism;ko00062<br>Fatty acid elongation;ko01040<br>Biosynthesis of unsaturated fatty acids                                                                                    |
| PTGER3       | GO:0007165;GO:0004871;GO:0005886;GO:0007186;GO:0004930;GO:0016021;GO:0016020;GO:0004955;GO:0004957;GO:0005887;GO:0005635;GO:0007200;GO:0031622;GO:0008219;GO:0014827;GO:0060455;GO:0008150                                                                                         | K04260-ko04020<br>Calcium signaling pathway;ko04024<br>cAMP signaling pathway;ko04080<br>Neuroactive ligand-receptor interaction;ko04923<br>Regulation of lipolysis in adipocyte;ko05200<br>Pathways in cancer |
| KIAA132<br>4 | GO:0005886;GO:0005765;GO:0005794;GO:0016021;GO:0016020;GO:0003723;GO:0006914;GO:0005764;GO:0005768;GO:0031902;GO:0070062;GO:0005770;GO:0005887;GO:0005802;GO:0009267;GO:0000045;GO:0044090;GO:2000786                                                                              | -                                                                                                                                                                                                              |
| CYBRD1       | GO:0005515;GO:0055114;GO:0016491;GO:0046872;GO:0016021;GO:0016020;GO:0005886;GO:0070062;GO:0000293;GO:0010039;GO:0031526;GO:0005765;GO:0006879;GO:0016722                                                                                                                          | K08370-ko04978<br>Mineral absorption                                                                                                                                                                           |

---

How the deposited data were processed for this re-analysis (not part of the article)

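Expression was measured by RNA sequencing in parental (WT) and EPI-resistant MCF-7, SKBR3 and MDA-MB-231 cells, with 1 library for each of 6 conditions. The authors deposited 1 table per line. The TPM values were made by the authors per Ensembl transcript, with StringTie 1.3.3b according to the paper, and are normalized within each library over the transcripts of its own table. The log2 fold changes deposited by the authors equal the log2 of the ratio of the EPI and WT TPM of each transcript with no pseudocount, and 0.0001 TPM stands for no expression. The p-values and adjusted p-values per transcript were deposited by the authors from 1 library per condition, and the paper's text does not name the test behind them for the cell lines. The submitters' processing notes name Bowtie 0.12.2, StringTie, DESeq2 and hg18. The transcripts that the authors call were those with a change of at least 2-fold, an adjusted p under 0.05 and more than 5 TPM in 1 library, which held without exception when tested on the tables.

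The plan assumed read counts and a count-based test. The files hold TPM, so the test named in the plan for that case, limma on log2(TPM + 1), was used. TPM values keep no read depth, so the depth per library is unknown and no counting intervals or lower limits are given. All 6 libraries were used, and 0 columns of values per sample were left unused.

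The TPM of the 95139 transcripts found in all 3 tables was summed over 20263 gene IDs. Fold changes within a line are differences of log2(TPM + 1) between the EPI and WT library. A gene was counted within a line with at least 1 TPM in 1 library of the pair, and over the lines with at least 1 TPM in 1 library of every pair. A change was counted from 2-fold. No test was made within a line, since each condition has 1 library. The number of genes expected in all 3 lines was the product of the shares of the 3 lines times the number of genes, which takes each gene as equally likely to change. Coordinates and shared exon bases were taken by gene ID from GENCODE 29 on GRCh38, which holds 20224 of the IDs, while the submitters' notes name hg18. In that annotation 2126 genes share exon bases with another gene of the tables on the same strand, and joining them leaves 18921 units.

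EPI was compared with WT over the 3 lines with limma 3.58.1 in R 4.3.3, on genes with at least 1 TPM in at least 3 libraries, with trend, with the cell line as a block and with 2 residual degrees of freedom. Adjusted p-values are Benjamini-Hochberg values. The WT and EPI library of each line varied together around the group means (correlation 0.895 in MCF-7, 0.842 in SKBR3 and 0.917 in MDA-MB-231), which was checked before the block was kept. Gene lists were tested with camera in limma at a preset correlation of 0.01, adjusted over 33 lists with at least 3 tested members, and over 12 terms named in the paper that the authors' tables annotate. The genes of a term were those annotated to it directly, without those annotated only to its narrower terms. Each list was also tested with an estimated correlation and with fry. Within each line, the median of a list was placed among 10000 random lists of the same size matched on mean expression. Other work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

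In total 37 gene lists were fixed, with 762 entries, of which 761 matched a gene of the tables. They cover E2F, MYC, mTORC1, p53, RAS-MAPK, HIF-1 and estrogen receptor targets, mitosis, DNA replication, DNA repair, dormancy, the pentose phosphate pathway, cholesterol synthesis, neurotrophin signaling, interferon-stimulated genes, NF-kB cytokines, MHC class I, integrated stress, drug efflux, anthracycline handling, adhesion and matrix, mesenchymal and luminal genes, the HER2 amplicon, mitochondrially encoded genes, markers of leukocytes, fibroblasts and endothelium, identity genes of the 3 lines, genes deleted or lost in a line, the resistance genes of Fig. 4E, the 2 lists of Fig. 2G and the positive and negative signature genes. Genes named in the text were chosen by a rule: every gene the paper names for the cells in its text, in Fig. 2G or, where unambiguous, in Fig. 4E, the genes with the largest changes in the same direction in all 3 lines, the 5 with the largest rise and the 5 with the largest fall within each line, the 2 list members with the largest mean rise and the 2 with the largest mean fall for each list, and the identity genes.

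The steps were tested on simulated data with 100 changed genes per size of change. The paired limma test on 12207 genes recovered 70 of 100 genes with a log2 fold change of 1 and 99 of 100 with a log2 fold change of 2, and called 25 unchanged genes. The unchanged genes were a larger share of its calls than 0.05. The simulation gave each line the same noise and the same change. In the data the SD of the log2 fold changes across genes was 0.328 in MCF-7/EPI, 0.691 in SKBR3/EPI and 0.542 in MDA-MB-231/EPI, so the share recovered may not hold there. The count over 3 lines recovered 100 of 100 planted genes in each direction among 10157 genes. Other settings tried were the authors' fold change, transcripts in place of genes, other fold thresholds, filters, pseudocounts and scales, all transcripts of each table, joined genes, the transcripts called by the authors, a model without the block, and each pair left out. Settings that need read counts were left out.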

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

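The tests of MCF-7 RNA and of library scaling, the other sums behind the transcripts called by the authors, and the comparison with other splits of the libraries, were chosen after the results were seen. Differences between lines named here were not tested, since each condition has 1 library.

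Interferon-stimulated genes, NF-kB cytokines and MHC class I genes, which the paper does not report on as groups, had medians far above those of random lists in SKBR3/EPI and MDA-MB-231/EPI. The median log2 fold change was 2.51 and 1.79 for the interferon-stimulated genes, 2.22 and 2.02 for the NF-kB cytokines, and 1.52 and 0.84 for MHC class I. In MCF-7/EPI the NF-kB cytokines (0.23, percentile 99.8) and MHC class I genes (0.29, percentile 100) were also above random lists, by less, while the interferon-stimulated genes were not (-0.035, percentile 40.0). IFI27 and USP18 of the first list are also in the paper's signature, and CCL2 of the second is in Fig. 2G. RNA or cells of MCF-7, in which interferon-stimulated genes are abundant, would have brought TFF1 with them, but its highest rise was 0.00960% of its MCF-7 WT level, against medians of 15.7% in SKBR3/EPI and 14.2% in MDA-MB-231/EPI for the interferon genes, which argues against that source. Scaling of the libraries is argued against by the list's median less that of all genes, which stayed at 1.68 in MDA-MB-231/EPI and 2.36 in SKBR3/EPI. A response of the resistant cells and culture conditions that differed between WT and EPI cells stay open and were not tested.

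E2F targets had medians of -0.18 in MCF-7/EPI, 0.30 in SKBR3/EPI and 0.23 in MDA-MB-231/EPI, so MCF-7/EPI lay on the other side of 0 from both other lines. HIF-1 targets had medians of 0.086, -0.31 and -0.32 in the same order.

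Single genes differed in direction between lines by at least 2-fold each way. B2M, the light chain of MHC class I, had log2 fold changes of -1.44 in MCF-7/EPI, 1.46 in SKBR3/EPI and -1.55 in MDA-MB-231/EPI. HLA-B was higher in each line, so in the summed values B2M moved the same way only in SKBR3/EPI. These sums leave out transcripts not listed for all 3 lines. Of the transcripts of B2M, the authors call 0 as upregulated and 3 as downregulated in MCF-7/EPI, 5 and 0 in SKBR3/EPI, and 1 and 1 in MDA-MB-231/EPI. The calls thus do not settle the direction of B2M in MDA-MB-231/EPI. CLDN4 had 1.35, 3.68 and -5.43, GPATCH8 had -0.13, 2.12 and -2.47, and PDXP, a phosphatase, had 2.69, -2.24 and -0.0085.

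Many transcripts that the authors call lie in genes whose summed TPM differed by less than 1.5-fold: 85.9% of 5311 in MCF-7/EPI, 50.3% of 7879 in SKBR3/EPI and 62.9% of 6417 in MDA-MB-231/EPI. The last 2 numbers leave out called transcripts of genes without a transcript in all 3 tables (8283 and 6636 were called). With all transcripts of each table summed, the shares were 52.4% of 8283 and 65.9% of 6636, and with called transcripts limited to those in all 3 tables 48.2% of 6208 and 62.0% of 5177, so a majority is not shown for SKBR3/EPI. Among genes with at least 50 TPM the share was not smaller (87.2%, 52.7% and 67.9% in the same order of lines). This cannot decide on low expression of the called transcripts, since the minimum was set on the gene's sum, which a minor transcript hardly moves. A change of isoforms shared by the 3 lines is argued against, since such transcripts called in both lines of a pair had the same direction in 48.6% to 55.6% of cases. Reads divided differently between the isoforms of a gene, library by library, may be behind the pattern: 56.5% or more of these transcripts had a transcript of the same gene called the other way. A stable gene sum partly forces such partners, and a real change of isoforms particular to each line predicts the same, so it stays open.

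The fold changes of SKBR3/EPI and MDA-MB-231/EPI correlated across genes, and those of MCF-7/EPI with neither. The correlation was still 0.330 once the trend on GC content and transcript length was removed, which argues against that trend as its whole source. It was 0.299 without the interferon, antigen presentation and cytokine lists, over the 10605 genes left of 10661. This argues against the listed genes as its whole source, but cannot speak on other genes of these responses, which were kept. That the MCF-7 table was made separately, over fewer transcripts, stays open and was not tested, as does a biological difference of MCF-7 cells.

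The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. For the number of genes past an adjusted p of 0.05 from limma, the real split gave 0 and the highest other 0, so all 10 gave as many. At an unadjusted p under 0.05 the real split gave 869 genes and the highest other 2426. With the cell line as a block, a split that parts only 1 pair compares EPI with WT within that line. Such splits gave 2426 genes for the SKBR3 pair, 695 for MDA-MB-231 and 111 for MCF-7, each number from 2 splits. They hold a real difference between EPI and WT, so the counts of splits given here do not show what chance alone would give. Among the splits that part all 3 pairs, the others gave 850, 208 and 153 genes and differ from the real one by exchanging WT and EPI in 1 line. As small a p from camera, before adjustment, was given by 1 of the 10 splits, the real one, for interferon-stimulated genes (2.14e-24, best other 1.39e-17), NF-kB cytokines (6.65e-12, 2.94e-07), MHC class I (6.70e-09, 6.55e-05), RAS-MAPK genes (0.000158, 0.00214) and p53 targets (0.00105, 0.00157). As small a p was given by 3 splits for mitosis (1.11e-08, 3.18e-09), 4 for HIF-1 targets (0.00163, 8.81e-06), 6 for MYC targets (0.00333, 0.00122) and 2 for the pentose phosphate pathway (0.000144, 3.61e-05).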

How the results depend on the processing

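The pseudocounts, the TPM filters other than none, the rescaled TPM, the sums over all transcripts, the joined genes and the transcripts called by the authors were chosen after seeing the data. For none of the changes below was the cause tested, except where the setting itself fixes it. No list that passed its test turned its direction, while genes and lists that did not pass changed sign in places, as given below. For the counts, the correlations and the tests of 17 lists that the claims rest on, 272 values kept their side or size, 65 moved, 26 lost a call and 7 gained one. Among the other lists, terms and named genes, 13 more values gained a call: those of dormancy, leukocyte markers, integrated stress, the identity genes of MDA-MB-231, the DNA replication term and 4 genes named below. Settings that need read counts were not run: size factors, total counts, prior counts of 0.5 and 8, minimums of 50 counts, and a count-based tool.

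Numbers of genes changed at least 2-fold are given as higher and lower, for MCF-7/EPI (107 and 158), SKBR3/EPI (1362 and 555), MDA-MB-231/EPI (769 and 275) and all 3 lines (3 and 1), in that order. With the authors' fold change per transcript they were 6991 and 7598, 8616 and 6725, 7470 and 5744, and 275 and 195. Counted per transcript on log2(TPM + 1), they were 5260 and 5506, 6057 and 4785, 4944 and 3989, and 151 and 127. From 4-fold they were 16 and 17, 241 and 72, 115 and 26, and 0 higher in all 3 lines. From 1.5-fold they were 426 and 475, 3001 and 1530, 2003 and 928, and 36 and 7. A pseudocount of 5 gave 41 and 66, 536 and 275, 288 and 126, and 1 higher. Genes with a transcript called by the authors numbered 2032 and 2259, 3485 and 2715, 2837 and 2337, and 446 and 461. A pseudocount of 0.1 moved MCF-7/EPI to 207 and 247 and all 3 lines to 14 and 2. Joining genes that share exon bases gave 61 and 98 in MCF-7/EPI and 1 and 0 in all 3 lines, a minimum of 5 TPM gave 66 higher in MCF-7/EPI, and sums over all transcripts gave 2 lower in all 3 lines. In either direction 16 genes changed in all 3 lines. With 1 pair left out, 11 to 226 genes were higher and 9 to 36 lower in both other lines, the most without MCF-7.

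Of genes that share exon bases with another, 117 were among the 265 counted in MCF-7/EPI (44.2%, against 11.2% of all genes measured), 241 among 1917 in SKBR3/EPI (12.6% against 10.7%) and 143 among 1044 in MDA-MB-231/EPI (13.7% against 11.1%).

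The paired limma test found 0 genes under each setting, except for 7 higher (0 with each other pair left out) without the MCF-7 pair. Without the block it found 0, and 20 at an unadjusted p under 0.05. The block left out ended the call of the RAS-MAPK genes (mean 0.39) and of no other list.

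For gene lists, the mean log2 fold change is given with the adjusted p. With an estimated correlation the adjusted p was 0.738 for interferon-stimulated genes (1.37), NF-kB cytokines (1.28), MHC class I (0.78), mitosis (-0.24), RAS-MAPK genes (0.39), p53 targets (0.32), HIF-1 targets (-0.13) and MYC targets (-0.091), and 0.867 for the pentose phosphate pathway (-0.19). With fry it was 0.503 for the first 6 of these, 0.575 for HIF-1 and MYC targets and 0.406 for the pathway. The test of fry asks whether a list's genes move one way on balance, and not whether they differ from other genes, so it answers another question than camera. None of these 9 calls held in camera with an estimated correlation. With no filter on low TPM, p53 targets lost their call (0.29) and the lists of DNA replication (-0.037) and of 14 pentose phosphate genes (-0.093, adjusted p 0.0200) gained one. With 1 pair left out, the lowest and highest means were -0.11 and 0.031 for the DNA replication list (call gained without MDA-MB-231, direction of camera down in each), 0.088 and 0.32 for E2F targets (gained without MCF-7), 0.18 and 0.75 for the higher genes of Fig. 2G (gained without MDA-MB-231), -0.22 and -0.054 for HIF-1 targets (lost without SKBR3), -0.17 and -0.039 for MYC targets (lost without MCF-7 and without MDA-MB-231), 0.24 and 0.46 for p53 targets (lost without MDA-MB-231), -0.14 and -0.041 for the 14 pentose phosphate genes (gained without MCF-7, adjusted p 0.0473, range over alternatives 0.0200 to 0.738), 0.20 and 0.53 for RAS-MAPK genes (lost without SKBR3), 0.27 and 0.78 for the positive signature genes (gained without MDA-MB-231) and -0.28 and -0.14 for the pentose phosphate pathway (lost without MDA-MB-231, at -0.15).

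The correlation of SKBR3/EPI and MDA-MB-231/EPI stayed between 0.299 and 0.365. Of 157 named genes tested, 47 changed the sign of their mean when a pair was left out and 9 under another setting, and 4 gained a call, all higher without the MCF-7 pair by limma: CXCL8, IFI6, IL6 and PI3. TPM values keep no depth, so how far depth limits these results is unknown.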

Differences from the paper's values

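The setting that takes genes with a transcript called by the authors was chosen after seeing the values. The paper states a threshold of 2-fold for the common genes. The minimum of 1 TPM is not the paper's.

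The paper's number of genes changed in all 3 lines is about 300 in Fig. 2C, read by eye (its text spells the exact number out in words), and the value here is 4. Of the alternatives set before the data were examined, counting transcripts in place of genes (278) and leaving out the MCF-7 pair (262) came within 1.5 times the paper's number. The first is a number of transcripts and the second needs no change in MCF-7/EPI, so neither is the quantity that the paper gives. The authors' fold change per transcript (470), no filter (4), the authors' adjusted p (4), 4-fold (1), 1.5-fold (43), either direction (16), and leaving out the SKBR3 (20) or MDA-MB-231 pair (31) did not. Genes with a transcript called by the authors numbered 742, which did not either.

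For MCF-7/EPI, the paper's number is about 3200 in Fig. 2C, read by eye as a sum of its regions, and the value here is 265. None of the alternatives set before the data were examined came within 1.5 times: 14589 with the authors' fold change per transcript, 10766 transcripts, 265 with no filter, 258 with the authors' adjusted p, 33 from 4-fold and 901 from 1.5-fold. Genes with a transcript called by the authors numbered 3118, within 1.5 times, a setting chosen after seeing the values. How many of the paper's own called genes this drops is not known, since the paper's list is not among the files.

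For MDA-MB-231/EPI, the paper's number is about 2100 in Fig. 2C, read by eye in the same way, and the value here is 1044. From 1.5-fold it was 2931, within 1.5 times, while 13214, 8933, 1044, 1044 and 141 (in the order of the settings for MCF-7/EPI, up to 4-fold) and the 4004 genes with a transcript called by the authors were not. For SKBR3/EPI the value here, 1917, was within 1.5 times of the paper's.

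The paper has MYC targets as higher in resistant cells, and here their mean was -0.09 with the direction of camera down. It has E2F targets and mTORC1 signaling as higher, and here E2F targets were higher in SKBR3/EPI and MDA-MB-231/EPI and lower in MCF-7/EPI, with an adjusted p of 0.217 from camera, and mTORC1 targets had an adjusted p of 0.913. The p53 and RAS-MAPK lists had means of 0.32 and 0.39, and passed camera at its preset correlation. Both calls, and that of MYC targets, were lost with an estimated correlation (adjusted p = 0.738). The call of p53 targets was also lost without the MDA-MB-231 pair (adjusted p of 0.0529) and with no filter (0.153), and that of RAS-MAPK genes without the SKBR3 pair (0.0585) and without the block (0.107). The paper used gene sets of GSEA and the lists here are shorter.

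The paper has the pentose phosphate pathway enriched among upregulated genes, and here its mean was -0.19 with the direction of camera down. A shorter list of 14 pentose phosphate genes had an adjusted p of 0.103 from camera. HIF-1 targets had a mean of -0.13, while the HIF-1 pathway of KEGG had 0.08. DNA replication genes had a mean of -0.04, and the p53 pathway of KEGG had 0.17. The paper has genes of the extracellular space and of cell adhesion enriched among downregulated genes, and here their means were 0.18 and 0.10. A mean does not test such an enrichment. In SKBR3/EPI and MDA-MB-231/EPI, 8.36% and 4.26% of extracellular and 7.83% and 3.40% of adhesion genes were at least 2-fold lower. These shares are above those of all genes (555 of 12395 and 275 of 12293), but so were the shares at least 2-fold higher. In MCF-7/EPI 1.03% and 1.32% were lower, against 158 of 12558 genes. Among genes with a transcript called as downregulated by the authors in all 3 lines, extracellular genes numbered 24 against 16.7 expected, adhesion genes 13 against 7.94 and neurotrophin genes 11 against 4.24, which is the paper's direction, but extracellular genes were also in excess among those called as upregulated (21 against 16.1). Against the paper's direction, HIF-1 signaling had 2 genes called as upregulated against 3.06 expected and 7 as downregulated against 3.16, and the pentose phosphate pathway 0 against 1.16 and 3 against 1.19. The expected numbers of these counts take no account of how many transcripts a gene has, and no test was made on them. These counts are thus not evidence for or against the paper's enrichment.

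Of the 17 genes that Fig. 2G shows as higher, 12 of 14 measured were higher in SKBR3/EPI, 8 of 13 in MDA-MB-231/EPI and 6 of 16 in MCF-7/EPI. Of the 18 matched genes shown as lower, 5 of 12 were lower in SKBR3/EPI, 2 of 8 in MDA-MB-231/EPI and 2 of 10 in MCF-7/EPI. The paper terms 8 signature genes upregulated in resistant cells, and 7, 5 and 2 of them were higher in the same order of lines. Of the 4 it terms downregulated, 2 of 3 measured were lower in SKBR3/EPI, 0 of 2 in MDA-MB-231/EPI and 1 of 2 in MCF-7/EPI.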

Other observations

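Genes induced by interferon were higher in SKBR3/EPI and MDA-MB-231/EPI than in their parents, and stood high in both MCF-7 libraries. At least 2-fold higher were 37 of 40 measured genes in SKBR3/EPI, 31 of 43 in MDA-MB-231/EPI and 0 of 43 in MCF-7/EPI, where the median was -0.03. Over the lines the mean log2 fold change was 1.37, with an adjusted p of 7.06e-23 from camera (adjusted p = 0.738 with an estimated correlation). IFI6, a mitochondrial protein induced by interferon, was at 4.97 TPM in SKBR3 WT and 111 TPM in SKBR3/EPI, 3.44 and 41.3 TPM in the MDA-MB-231 pair, and 1563 and 1859 TPM in the MCF-7 pair. LGALS3BP, a secreted glycoprotein, had log2 fold changes of 0.20, -0.48 and 0.25 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI. By limma 0 of 42 tested genes passed over all genes and 36 when adjusted over the list alone.

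NF-kB cytokines and their regulators were at least 2-fold higher in SKBR3/EPI for 13 of 13 genes, in MDA-MB-231/EPI for 11 of 15 and in MCF-7/EPI for 0 of 10, where 9 were higher by less (median 0.23, percentile 99.8). The mean was 1.28 with an adjusted p of 1.10e-10 from camera (adjusted p = 0.738 with an estimated correlation), and 11 of 13 passed limma adjusted over the list alone. CXCL8, a chemokine for neutrophils, was at 0.37 and 12.1 TPM in the SKBR3 pair and at 82.7 and 507 TPM in the MDA-MB-231 pair. IL6 was listed at 0 in SKBR3 WT and at 6.36 TPM in SKBR3/EPI, and was at 53.4 and 352 TPM in the MDA-MB-231 pair.

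For 12 genes of MHC class I and its antigen processing, the mean was 0.78 with an adjusted p of 7.37e-08 from camera (adjusted p = 0.738 with an estimated correlation), and 9 passed limma adjusted over the list alone. HLA-B was at 12.3 and 84.2 TPM in the SKBR3 pair, 147 and 527 TPM in the MDA-MB-231 pair, and 288 and 427 TPM in the MCF-7 pair. Beside these lists, leukocyte markers had medians of 0.72 in SKBR3/EPI (percentile 82.1), 0.96 in MDA-MB-231/EPI (percentile 99.5) and 0.04 in MCF-7/EPI (percentile 66.4), with an adjusted p of 0.0569 from camera. It was 0.00705 without the SKBR3 pair, 0.0350 with a pseudocount of 0.1 and 0.0363 with no filter, in a range of 0.00705 to 0.738. LYZ, a lysozyme of myeloid cells, was at 0.13 and 1.11 TPM in the SKBR3 pair and 0.10 and 1.14 TPM in the MDA-MB-231 pair, and CORO1A, an actin-binding protein of leukocytes, had log2 fold changes of 0.25, 0.86 and 1.03. CD68, a macrophage protein and another marker of the list, had 0.38, -0.88 and 0.42, and LYZ had -0.17 in MCF-7/EPI. No endothelial gene and 1 fibroblast gene were high enough for the test over the lines. In MDA-MB-231/EPI, 2 of 4 measured fibroblast markers were at least 2-fold higher (median 1.43), and the 2 measured endothelial markers had a median of 0.58.

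Genes that handle anthracyclines had a mean of -0.05 (adjusted p of 0.264 from camera). Adjusted over the list alone, SOD2, a mitochondrial superoxide dismutase, was higher (0.43, 0.71 and 1.27 in MCF-7/EPI, SKBR3/EPI and MDA-MB-231/EPI) and SOD1, its cytosolic relative, was lower (-0.13, -1.37 and -1.26) by limma. TOP2A, a target of EPI, had -0.24, 0.28 and -0.15, and TOP2B, another, had -0.24, -0.37 and -0.74. Drug efflux genes had a mean of 0.06 with the direction of camera down (adjusted p of 0.854). ABCB1, the efflux pump of the MDR1 gene, was at 0.42 TPM or less in each library, and MVP, the major vault protein, had 0.56, 1.35 and 0.03.

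The resistance genes of Fig. 4E had a mean of 0.10 (adjusted p of 0.854 from camera). TWIST1 was listed at 0 in each library, and MRE11, a nuclease of double-strand break repair, had log2 fold changes of 0.07, 0.11 and 0.13. Integrated stress genes had a mean of 0.23 (adjusted p of 0.189 from camera, 0.0150 without the MDA-MB-231 pair, in a range of 0.0150 to 0.738). PPP1R15A, a phosphatase subunit of that response, had 0.36, 2.44 and 0.84.

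Estrogen receptor targets had a mean of 0.13 (adjusted p of 0.875 from camera), luminal genes 0.07 with the direction of camera down (0.898), and genes of the HER2 amplicon 0.23 (0.217). The identity genes of MCF-7, SKBR3 and MDA-MB-231 had adjusted p values of 0.666, 0.390 and 0.546 from camera, the last 0.0400 without the MDA-MB-231 pair in its range over alternatives up to 0.990, and stood highest in their own lines for TFF1, ERBB2 and VIM. Of genes deleted or lost in a line, MTAP was listed at 0 in both MDA-MB-231 libraries, and CDH1, which encodes E-cadherin, was at 358 and 381 TPM in the MCF-7 pair and at 0.61 TPM or less in the other libraries. The 2 negative signature genes that were tested are too few for a list test.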
